# Molecular characterization of the transition from acute to chronic kidney injury following ischemia/reperfusion

**DOI:** 10.1172/jci.insight.94716

**Published:** 2017-09-21

**Authors:** Jing Liu, Sanjeev Kumar, Egor Dolzhenko, Gregory F. Alvarado, Jinjin Guo, Can Lu, Yibu Chen, Meng Li, Mark C. Dessing, Riana K. Parvez, Pietro E. Cippà, A. Michaela Krautzberger, Gohar Saribekyan, Andrew D. Smith, Andrew P. McMahon

**Keywords:** Nephrology, Molecular diagnosis, Mouse models

## Abstract

Though an acute kidney injury (AKI) episode is associated with an increased risk of chronic kidney disease (CKD), the mechanisms determining the transition from acute to irreversible chronic injury are not well understood. To extend our understanding of renal repair, and its limits, we performed a detailed molecular characterization of a murine ischemia/reperfusion injury (IRI) model for 12 months after injury. Together, the data comprising RNA-sequencing (RNA-seq) analysis at multiple time points, histological studies, and molecular and cellular characterization of targeted gene activity provide a comprehensive profile of injury, repair, and long-term maladaptive responses following IRI. Tubular atrophy, interstitial fibrosis, inflammation, and development of multiple renal cysts were major long-term outcomes of IRI. Progressive proximal tubular injury tracks with de novo activation of multiple Krt genes, including *Krt20*, a biomarker of renal tubule injury. RNA-seq analysis highlights a cascade of temporal-specific gene expression patterns related to tubular injury/repair, fibrosis, and innate and adaptive immunity. Intersection of these data with human kidney transplant expression profiles identified overlapping gene expression signatures correlating with different stages of the murine IRI response. The comprehensive characterization of incomplete recovery after ischemic AKI provides a valuable resource for determining the underlying pathophysiology of human CKD.

## Abstract 2

A comprehensive analysis of acute to chronic kidney injury transition in a mouse model with long-term survival after ischemia/reperfusion.

## Introduction

Acute kidney injury (AKI), an abrupt loss of kidney function, is associated with high morbidity and mortality (1–5). Recent clinical studies on the expanding populations of AKI survivors have linked AKI to an increased risk for progressive chronic kidney diseases (CKD) (2, 6–13). Despite extensive investigation of AKI in experimental models, the clinical outcome after AKI has not improved substantially in the last decade (3, 14, 15). The underlying mechanisms of AKI-to-CKD transition remain enigmatic.

Experimental animal models of renal ischemia/reperfusion injury (IRI) have been widely used to investigate the pathogenesis of ischemic AKI (16–18). Rodent injury models in particular enable powerful genetic, cellular, and molecular strategies to be applied to the analysis of injury outcome (19–23). Through these studies, key biomarkers have been identified that translate to renal injury responses in the human kidney (19, 21). However, there are reasonable questions as to how well rodent IRI models mimic human AKI, particularly with regard to species difference in immune system action, given the significance of immune responses to human renal pathophysiology (24–26). In consideration of the major challenges to developing an in-depth understanding of AKI in a heterogeneous patient population, rodent IRI models remain a valuable tool for mechanistic analysis, with the expectation that some, but not all, of the renal pathophysiological consequences will have human parallels.

Previous studies have applied genome-wide transcriptional analysis to AKI models in rodents, focusing predominantly on the early injury and reparative phase of the response (27, 28). In these models, persistent renal parenchymal injury responses are observed in conjunction with distinct chronic immune and inflammatory responses (19, 29–34). Many of these studies initiated IRI through renal pedicle clamping and release, mimicking conventional procedures in kidney surgery, for example, in removal of renal tumors, and kidney trauma associated with kidney transplant (29–32). Unilateral clamping and ureter obstruction performed in several studies (19, 33, 34) preclude the evaluation of renal dysfunction in relation to long-term survival, given the presence of a normal functioning kidney.

In this study, we developed a severe bilateral IRI recovery model on a genetically consistent background to explore the transition from acute to chronic injury in the mouse kidney. The molecular and cellular responses to a single IRI event were examined at 10 time points, from 2 hours to 12 months after injury. Analysis of comprehensive RNA-sequencing (RNA-seq) data sets identified stage-specific cohorts of gene expression correlating with distinct phases of the renal response, identifying cell type–specific responses from the whole-kidney data sets. Together, these studies provide insights into early and long-term responses to kidney injury and a resource for the clinical and research community. Further, individual genes highlighting distinct phases of the renal response in the mouse are potential diagnostic markers for exploring temporal progression to renal injury in humans.

## Results

### A murine model of AKI with progressive renal pathology.

To extend our understanding of the molecular mechanisms of disease progression after AKI, we set up a long-term survival renal IRI model in C57BL/6NCrl strain mice (Charles River). As our goal was to examine a survivable but severe injury, we performed an initial pilot study utilizing 9- to 11-week-old (25–28 g) male C57BL/6NCrl mice to identify the maximal ischemia time required to achieve a severe but survivable ischemic injury following bilateral IRI. Forty-five mice were subjected to varying periods of renal pedicle clamping. Survival analysis revealed 21 minutes as an ischemic time associated with a marked AKI response at 24 hours as well as a good survival rate of 14 days for over 90% of operated mice (Figure 1A). We adopted a 21-minute warm IRI throughout this study.

To obtain a comprehensive injury biobank, IRI was performed as above, and cohorts of injured mice were examined at 10 different time points following IRI: 2 and 4 hours; 1, 2, and 3 days; 1, 2, and 4 weeks; and 6 and 12 months (Figure 1B). Prior to sacrifice, blood and urine were collected for analysis of serum creatinine and proteinuria. Kidneys were collected for RNA extraction and RNA-seq analysis, standard histology, and in situ analysis of gene expression and key protein markers of specific cell types and injury responses.

As expected, bilateral renal injury resulted in markedly elevated levels of serum creatinine, peaking at day 2 after IRI (mean 1.76 mg/dl) and returning to baseline by 2 weeks after IRI (Figure 1C). Examination of mice at 12 months showed significantly elevated levels of serum creatinine and blood urea nitrogen (BUN) (Supplemental Figure 1, A and B; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.94716DS1) and proteinuria in some survivors, relative to a surgical control group that did not undergo renal clamping (Supplemental Figure 1C).

Histological analysis of kidney sections at day 1 after IRI revealed significant tubular damage in the outer medullary region, as evidenced by cell flattening, sloughing of tubular epithelium, and denudation of tubular basement membrane and luminal casts zone, which were not seen in sham control (Figure 1, D and E, and Supplemental Figure 1H). Trichrome staining revealed that fibrosis was restricted to the outer medullary region adjacent to damaged S3 segments (Supplemental Figure 2, B and G). Two weeks after IRI, injured tubules showed squamous morphology with minimal cytoplasm and luminal casts were observed in medullary tubules (Figure 1F and Supplemental Figure 1I). A patchy cell infiltrate was evident in both cortical and medullary regions (Figure 1F and Supplemental Figure 1I), and trichrome staining highlighted collagen fiber deposition in the inner and outer medullary regions (Supplemental Figure 2H). By 6 months after IRI, patchy infiltrates of leukocytes, cortical fibrosis, and a few small cysts were seen (Figure 1G, Supplemental Figure 1K, and Supplemental Figure 2, D and I). By 12 months after IRI, kidneys exhibited larger focal cortical and medullary cysts and a marked dilation of the renal pelvis with severe chronic interstitial nephritis (Figure 1, H, I, L, and M) as well as prominent scarring (Supplemental Figure 2, E and J). Immune infiltration was observed over two-thirds of the kidney parenchyma (Figure 1, H, I, L, and M). The few remaining functional glomeruli were restricted to the anterior and posterior poles of the kidney (Figure 1, I and M). Fibrosis was confirmed by detection of α–smooth muscle actin (α-SMA) and desmin production within interstitial cells, and examination of CD45R highlighted a marked B cell infiltrate (Figure 1, J, K, N, and O). The profound, patchy tubular atrophy and numerous cortical cysts observed in fibrotic kidneys 12 months after injury are reminiscent of acquired cystic kidney disease, a feature of end-stage kidney disease in humans (35). Further, the highly organized CD45R^+^ B cell aggregates mirror human renal inflammation (36) and lupus nephritis (37), with features of tertiary lymphoid organs previously identified in kidney allografts (38), aged atherosclerosis-prone hyperlipidemic ApoE^–/–^ mice (39), and in aged, but not young, mice 45 days after AKI (40). In conclusion, a single acute injury invoked a progressive alteration of renal tissue, leading to histological findings normally associated with patients exhibiting advanced CKD, consistent with the goal of modeling an AKI-to-CKD transition.

### Cellular characterization of continuous proximal tubular injury, interstitial fibrosis, and immune cell infiltrates.

Recent studies have noted a change in cytokeratin expression (*Krt7/8/18/19*) in conjunction with renal tubule injury (41, 42). In particular, de novo expression of Krt18, normally restricted to collecting ducts and parietal epithelial cells of the Bowman capsule, was reported in the proximal and distal tubules of injured nephrons following 5 days of unilateral ureter obstruction (41). Consistent with these studies, we observed induction of these cytokeratin family members through translational profiling of AKI within Six2-derived nephron structures 4–24 hours after IRI, the microarray data of which was deposited at NCBI GEO (accession GSE52004) (28) (Supplemental Figure 3A). In addition, we observed a marked change in expression of *Krt20* (>50 fold; Supplemental Figure 3A), which had not previously been associated with either normal or injured kidneys.

We examined the distribution of keratins to assess renal tubule injury within the IRI biobank. In uninjured and sham surgery control kidneys, no Krt20 was detected in any renal tubule segment (Figure 2, A, D, G, and J). In contrast, by day 3 after IRI, Krt20 was readily detected in proximal tubules highlighted specifically through binding of FITC-conjugated Lotus tetragonolobus lectin (LTL), though LTL binding to proximal tubule was markedly reduced when compared with surgical (sham) control kidneys (Figure 2, B and E). At the junction of the cortex and outer medullary region, the majority of a sparse thin layer of elongated cells lining the LTL^+^ segment of the proximal tubule were colabeled by antibodies for Krt20, Krt8/18, and the kidney injury marker Havcr1 (also known as Kim1) (Figure 2, H and K, and Supplemental Figure 3, F, G, I, and J).

By 1 week after IRI, cuboidal Krt20^+^; Krt8/18^+^; LTL^–^ intratubular cells defined a subset of proximal tubules that had failed to repair highlighted with Havcr1^+^ (Figure 2, C, F, I, and L, and Supplemental Figure 3, H and K). Here, the tubular epithelium was surrounded by α-SMA–expressing interstitial myofibroblasts (Figure 2, I and L). By 4 weeks, extensive contiguous cortical tubular segments were Krt20^+^; Havcr1^+^; LTL^–^, indicative of atrophied cortical proximal tubules (Supplemental Figure 3, M and O); strong α-SMA accumulated around the former S3 segment of the proximal tubule within the outer stripe of the medullary region, indicative of interstitial fibrosis (Supplemental Figure 3, C and E).

In parallel to tubular damage and interstitial fibrosis, blood vessels and capillaries were affected, as evident from a loss of PECAM1^+^ (also known as CD31) vascular cells (Supplemental Figure 4, A–F): a 20%–40% reduction in vessel density was measured in the cortex and outer medulla after IRI (Supplemental Figure 4G). Innate and adaptive immune responses were suggested by the infiltration of F4/80^+^ macrophages (Supplemental Figure 5D) and CD4^+^ T cells in the medullary zone 2 weeks after IRI (Supplemental Figure 5F). Quantification of the CD45^+^ cohort of immune cells confirmed an increase of the F4/80^+^ macrophage population, which was followed by elevated levels of CD4^+^ T cells 4 weeks after IRI. At 1 year after IRI, the majority of lymphocytes in the CD45^+^ aggregates comprised both CD3^+^/CD4^+^ T cells and CD45R^+^ B cells(Supplemental Figure 5G). Together, these findings are consistent with an immunologically active fibrotic kidney, with extensive unresolved tubular injury that is nevertheless able to maintain basic renal activity for up to 12 months after IRI (Figure 1C).

### RNA-seq analysis identified temporal-specific gene regulation.

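RNA was sequenced from whole kidneys of mice after bilateral ischemia-reperfusion injury (IRI), in which the blood supply of both kidneys is clamped and released, and from control kidneys. The 49 libraries form 16 groups of 3 kidneys, except for 4 kidneys at 6 months after IRI. IRI kidneys were taken after 2, 4, 24, 48 and 72 hours, 7, 14 and 28 days, and 6 and 12 months. Sham surgery kidneys were taken at 4 hours, 24 hours and 12 months, and kidneys without surgery at 3, 9 and 15 months of age. The results text calls the older kidneys without surgery NORM6m and NORM12m, while the sample labels and the legend of Figure 3 call them NORM9m and NORM15m, the names used here. For SHAM12m replicate 3, the source field of the label says IRI, while its title, description and surgery field say sham, and it was taken as sham. The authors aligned paired reads of poly(A) RNA to the mouse genome with STAR, removed duplicate reads and counted reads per gene. The values used here are their FPKM, fragments per kilobase of transcript scaled to the mapped reads, for 43309 genes, and the paper's text does not name the tool that made FPKM from the counts. With gene lengths of GENCODE M21, at least 90.8% of the low values of every library lay within 0.1 of a whole number of reads, which gives the number of reads behind each library's scaling. It was 38239713 to 52289656 reads for SHAM4h, SHAM24h and IRI at 2 hours to 28 days. It was 70230235 to 88584911 reads for SHAM12m and IRI12m, and 10627689 to 23714630 reads for IRI6m and the kidneys without surgery. The kidneys at 6 months after IRI thus have no sham group of similar depth or of the same time after surgery. Their values are given against NORM9m, the paper's age-matched control, as well. Values were compared as log2(FPKM + 0.1) with limma in a single fit of all 49 libraries, over 14895 genes with an FPKM of 1 or more in at least 3 libraries. All fold changes are on this log2 scale. Where a group mean lies below 0.1 FPKM, the size of the change depends on the 0.1 added. P values were adjusted by Benjamini-Hochberg within each comparison, and a gene counts as higher or lower at an adjusted p under 0.05. IRI kidneys at 2 and 4 hours were compared with SHAM4h, those at 24 hours to 28 days with SHAM24h, and those at 6 and 12 months with SHAM12m, since the paper's text does not name the sham group for each time point. The IRI kidneys at 48 hours to 28 days thus have no sham of the same time after surgery. Genes said to rise or fall between 2 IRI time points were compared directly between the IRI kidneys, with no sham value taken off. Groups of 3 against 3 cannot reach a p under 0.10 in an exact test of a single value, so the comparisons rest on the spread pooled over all groups. Gene positions are those of GRCm38. Gene lists were fixed before the data were examined, from textbook knowledge or from the genes that the paper names.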

To dissect the kidney injury response at the molecular level and provide a comprehensive data resource for informing future injury studies, we performed whole-kidney total mRNA sequencing of 3 to 4 biological replicates at each time point (2 hours, 4 hours, 24 hours, 48 hours, 72 hours, 7 days, 14 days, 28 days, 6 months, and 12 months). Experimental injury samples were complemented by sham IRI surgery controls (4 hours, 24 hours, and 12 months) and age-matched nonsurgical controls (NORM3m, NORM6m, and NORM12m). Biological replicates clustered tightly together in sample clustering histogram, indicating a high degree of similarity in the temporal response to AKI in the injury model (Supplemental Figure 7A). 

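Of the 49 libraries, 46 (93.9%) had a library of their own group as the nearest one, by Euclidean distance over the 500 most variable genes on the log2 scale. The nearest library to IRI72h replicate 2 was an IRI7d kidney, the nearest to IRI14d replicate 2 was also an IRI7d kidney, and the nearest to NORM15m replicate 1 was a NORM9m kidney. When the groups were pooled into controls and IRI hours, days, weeks and months, 48 libraries (98.0%) had their nearest library in their own phase. All 18 control libraries were nearest to another control. The mean silhouette width, which compares the distance to the own phase with the distance to the next phase, was 0.475 in the hours after IRI, 0.331 in the days, 0.244 in the weeks, 0.381 in the months and 0.058 in the controls, with -0.11 to -0.103 in the SHAM24h kidneys. Over all libraries it was 0.240, and a one-sided test that permuted the phase names over the 16 whole groups, with replicates kept together, gave p = 1.0e-05, the smallest that 100000 permutations can give. The paper read these phases off the same libraries, so the test is not independent evidence for them.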

Further, principle component analysis showed that the data clearly segregated into five distinct groupings (Figure 3A, denoted in gray). As expected, all sham and age-matched controls grouped together. In addition, distinct groupings were observed for responses after IRI in the hour, days, weeks, and months after IRI (Figure 3A).

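Along the first principal component, which held 46.8% of the variance of the 500 most variable genes, IRI12m kidneys stood at -69.2 ± 7.3 (SD, n = 3) and IRI6m kidneys at -59.8 ± 18.7 (SD, n = 4). IRI48h kidneys stood at the other end, at 38.8 on average, with IRI24h at 35.1 and IRI72h at 34.4. The group means were 26.3 at 7 days, 16.2 at 14 days and 0.8 at 28 days, and those of the young controls 17.0 in SHAM24h, 7.9 in SHAM4h and 6.0 in NORM3m. The older kidneys without surgery stood at -13.0 ± 3.1 (SD, n = 3) in NORM9m and -27.0 ± 4.7 (SD, n = 3) in NORM15m, and SHAM12m at -31.1 ± 7.6 (SD, n = 3). The second component, with 19.6% of the variance, placed IRI2h kidneys at -25.2, near SHAM4h at -26.6, and IRI7d kidneys at 27.9. IRI28d kidneys stood at 16.7 on it and SHAM24h at -29.3. The third component, with 7.1%, separated IRI6m kidneys at 9.7 from IRI12m kidneys at -21.2, which also differ in read depth.

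**Figure D1:**
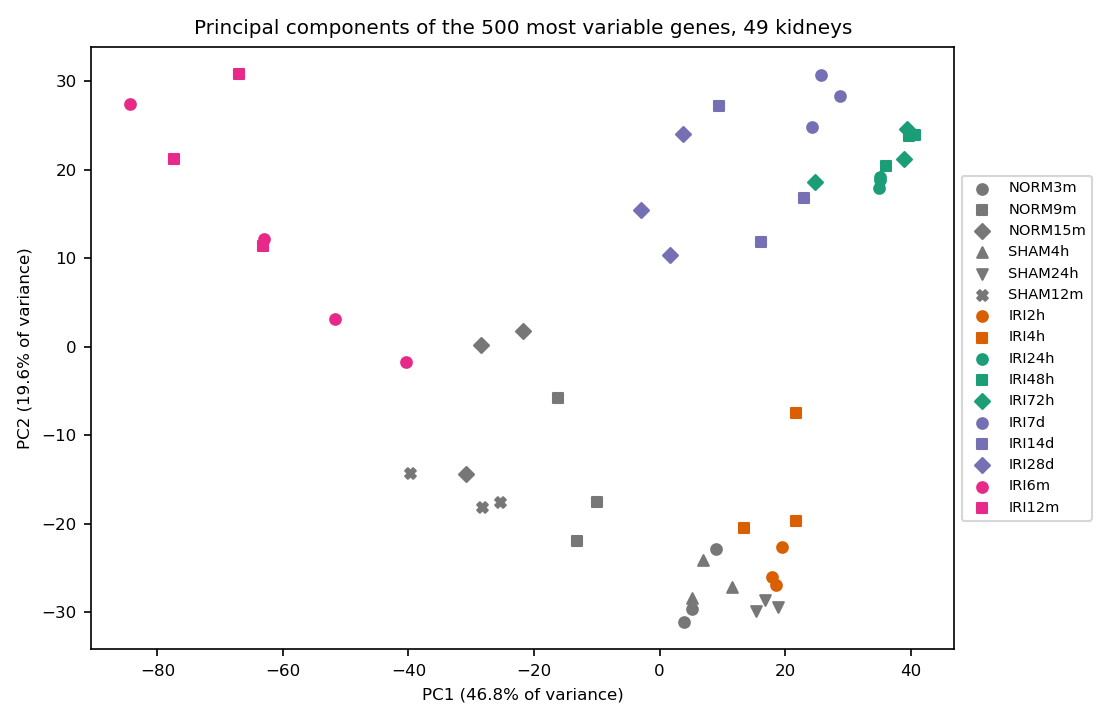
First and second principal components of log2(FPKM + 0.1) of the 500 most variable genes. Each point is 1 kidney, with the color for the phase (gray, controls; orange, hours; green, days; purple, weeks; pink, months) and the shape for the group. The IRI12m kidneys (mean -69.2 on PC1) and the IRI48h kidneys (mean 38.8) lie at opposite ends, and the SHAM12m controls (mean -31.1) lie apart from the SHAM24h controls (mean 17.0).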

To examine gene expression profiles in detail, we analyzed RNA-seq data at the gene level by quantifying fragments per kilobase of transcript per million mapped reads (FPKM) values from 43,309 genes. The full table containing FPKM values for all samples has been deposited in the NCBI Gene Expression Omnibus (GEO accession GSE98622). We identified 2,134 differentially expressed genes by comparing IRI and sham surgery samples in which the gene showed an FPKM value greater than 1 and a fold change greater than 4 for at least one of the time points with a FDR of less than 5%. 

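With the paper's thresholds (an FDR of 5%, a fold change of at least 4 and an FPKM above 1 in either group), 2594 genes passed at 1 or more of the 10 time points. Of these, 1874 were higher wherever they passed, 652 were lower wherever they passed and 68 went both ways. A total of 955 genes passed at exactly 1 time point. Genes above the fold threshold outnumbered those below it at every time point, from 128 against 45 at 2 hours to 850 against 176 at 7 days, and 300 against 2 at 12 months. Without a fold threshold, 3286 genes were higher and 2670 lower at 2 hours, 2641 and 1568 at 4 hours, 4847 and 2289 at 24 hours, and 4239 and 3439 at 48 hours. The counts were 3780 and 3436 at 72 hours, 5031 and 2161 at 7 days, 4603 and 2811 at 14 days, and 3325 and 1468 at 28 days. At 6 months 4525 genes were higher and 3116 lower than in SHAM12m, against 931 and 309 relative to NORM9m. At 12 months they were 1257 and 55. Without IRI2h-R3, 1308 genes were lower at 2 hours, and without SHAM4h-R3, 1025 at 4 hours. At 12 months 488 were higher without IRI12m-R1, and 789, 829 and 815 without IRI12m-R3, SHAM12m-R1 and SHAM12m-R2. The 55 lower genes became 14 and 28 without IRI12m-R1 and IRI12m-R3, and 36, 22 and 23 without SHAM12m-R1, SHAM12m-R2 and SHAM12m-R3. With only the 2 groups compared 571 were lower, and after quantile normalization 284. The median change of all genes was above 0.1 at 24 hours (0.184) and 7 days (0.166). After quantile normalization the share of higher genes among those that passed moved from 67.9% to 51.0% at 24 hours, from 70.0% to 47.0% at 7 days and from 95.8% to 74.9% at 12 months. It moved from 55.2% to 49.5% at 2 hours, from 55.2% to 48.2% at 48 hours and from 52.4% to 48.6% at 72 hours. The shares moved from 62.7% to 45.3% at 4 hours, from 62.1% to 47.7% at 14 days, from 69.4% to 46.6% at 28 days and from 59.2% to 45.2% at 6 months.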

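At 24 hours, *Gsta1*, a glutathione transferase, rose by 6.70 (standard error 0.74), and *Sprr2f*, a cornified envelope protein, by 7.89 (standard error 0.75). *Chil3*, a chitinase-like protein of alternatively activated macrophages, rose by 7.79 (standard error 0.87) at 48 hours. *Ms4a4a*, a macrophage membrane protein, rose by 6.50 (standard error 0.57) at 72 hours. *Clec4n* (dectin-2), *Fcrls* and *Ccl12* are expressed in myeloid cells, and at 14 days rose by 6.15, 6.09 and 5.64. *Lyz1*, a lysozyme, rose by 5.90 (standard error 0.51) at 28 days. At 12 months *Gpnmb*, a glycoprotein of phagocytes, and the chemokine *Ccl8* rose by 4.98 and 4.97. The control means of *Sprr2f*, *Chil3*, *Ms4a4a*, *Clec4n*, *Ccl12*, *Lyz1* and *Gpnmb* lie below 0.1 FPKM, so their changes depend on the 0.1 FPKM added to each value. *Mep1b*, which encodes a subunit of the brush border protease meprin and lies on chromosome 18 from 21061923 to 21100199, was among the genes with the largest falls. Its mean went from 102 ± 0.94 FPKM (SD, n = 3) in SHAM24h to 0.551 ± 0.591 FPKM (SD, n = 3) at 48 hours, a change of -7.67 (standard error 0.76, adjusted p = 2.8e-10 from limma). The drug-metabolizing enzyme *Cyp2d9* changed by -6.85 (standard error 0.47) at 48 hours, and the protease inhibitor *Serpina1d*, which has close paralogs, by -7.20 (standard error 0.55) at 7 days. At 12 months renin (*Ren1*), the enzyme of juxtaglomerular cells, changed by -1.35 (standard error 0.43) and the water channel *Aqp4* by -2.14 (standard error 0.58), but neither passed the test without IRI12m-R1, SHAM12m-R2 or SHAM12m-R3, nor *Ren1* without SHAM12m-R1 or *Aqp4* without IRI12m-R3. At 6 months *Ucp1* changed by 4.70, *Cidea* by 4.65 and *Cox8b* by 5.13 against SHAM12m, where *Ucp1* did not pass without SHAM12m-R2, SHAM12m-R3 or IRI6m-R2, nor *Cox8b* without SHAM12m-R2. Against NORM9m the differences were 3.09, 2.51 and 3.95, and none of the 3 passed the test (adjusted p = 0.32, 0.33 and 0.15 from limma).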

Unsupervised hierarchical clustering of this gene set grouped differentially expressed genes into 7 modules of temporally modulated gene activity (Figure 3B and Supplemental Table 1).

To examine more directly the biological processes related to these genes, we performed DAVID gene ontology (GO) biological process enrichment analysis for each of the 7 gene sets. Redundant terms from enriched GO lists were removed by filtering out parent GO terms with 40% fewer genes than their child GO terms (43) (Supplemental Table 2). The top 6 terms for each module are shown in Figure 3C.

### Immediate early transcriptional responses after IRI are conserved between mouse and human.

The 101 genes in the first module (Figure 3B, green) were rapidly and transiently upregulated in the first hours after IRI. 

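Of the 101 genes that the study placed in this module, 99 were tested. At 2 hours 89 of them were higher than in SHAM4h, with a median of 2.21, and at 4 hours 97 were, with a median of 2.99. The mean was highest at 4 hours for 75 genes and at 2 hours for 21. Between 4 and 24 hours 91 of the 99 fell, with a median of -2.10. Against SHAM24h, 54 were still higher at 24 hours with a median of 0.85, 57 at 7 days (0.94) and 40 at 28 days (0.59). At 12 months 8 were higher than in SHAM12m, and no count was made against NORM15m. The study formed the module on these libraries, so these counts are not independent evidence of its direction. With all 9 sham kidneys as the control, the median at 4 hours was 2.84.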

A comparison of the 101 genes in the early response module with our previous nephron-focused Six2-TRAP IRI_4h microarray samples identified that 53% of the genes were shared between both data sets. Given the nephron specificity of Six2-TRAP, much of the immediate early response localizes to nephrons.

The top three enriched GO terms in this module were exclusively related to transcription (Figure 3C). Indeed, over 20% of genes in this grouping encode transcriptional regulators, though transcription factors only comprise around 6% of genes in any tissue (44). Many of these transcription factors are known immediate early genes activated in response to a variety of external stimuli (45). 

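Immediate early genes are induced within minutes of a stimulus without new protein synthesis. Of 25 measured genes of a textbook list, 15 of which the study also names, 24 were higher at 2 hours and 1 did not pass (24 higher when adjusted over the list alone), with a median of 3.96. *Fosb*, a subunit of the AP-1 transcription factor on chromosome 7 from 19302696 to 19310051, rose from 0.142 ± 0.0631 FPKM (SD, n = 3) in SHAM4h to 330 ± 105 FPKM (SD, n = 3), a change of 10.39 (standard error 0.54, adjusted p = 9.3e-17 from limma). The zinc finger factor *Egr1* rose by 7.81 (standard error 0.84) and *Atf3*, a stress-induced factor, by 7.49 (standard error 0.48). *Cyr61*, a matrix protein, and *Nr4a1*, an orphan nuclear receptor, rose by 5.71 and 5.03. At 24 hours 18 of the 25 were higher than in SHAM24h, at 14 days 23 and at 28 days 17. Between 4 and 24 hours 20 fell. At 6 months 8 were higher than in SHAM12m and 8 than in NORM9m. Relative to all other genes, the list stood higher at 2 hours by limma's camera (adjusted p = 1.5e-21 with a preset correlation of 0.01), but not with an estimated correlation (adjusted p = 0.15).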

The top overrepresented KEGG pathway was mitogen-activated protein kinase MAPK signaling pathway, and some of the enriched genes involved are as follows: AP1 family transcription factors (*Fos*, *Jun*, *Jund*); dual-specificity phosphatases (*Dusp1*, *Dusp2*, *Dusp5*, *Dusp8*, *Dusp14*); growth arrest and DNA damage-response genes (*Gadd45a*, *Gadd45b)*; ER stress–related gene *Ddit3* (also known as *Chop/Gadd153*); and apoptosis-related nuclear receptor *Nr4a1* (also known as *Nur77*).

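All 12 of the named genes that were measured were higher at 2 hours and at 4 hours, with medians of 2.37 and 3.21. *Fos*, the AP-1 subunit on chromosome 12 from 85473890 to 85477273, rose from 1.33 ± 0.851 FPKM (SD, n = 3) in SHAM4h to 596 ± 100.3 FPKM (SD, n = 3) at 2 hours, a change of 8.86 (standard error 0.79, adjusted p = 1.1e-10 from limma). Its partner *Jun* rose by 5.20 (standard error 0.30) and *Jund* by 2.81 (standard error 0.19). Among the phosphatases that switch off MAP kinases, *Dusp1* rose by 2.42 at 2 hours, *Dusp2* by 1.66 at 4 hours, and at 2 hours *Dusp5* by 2.21, *Dusp8* by 2.90 and *Dusp14* by 2.05. The growth arrest genes *Gadd45a* and *Gadd45b* rose by 2.74 and 2.89 at 4 hours. *Ddit3*, a mediator of cell death under endoplasmic reticulum stress, rose by 2.73 (standard error 0.27). At 28 days 7 of the 12 were higher than in SHAM24h, and at 12 months 1 was higher than in SHAM12m, and 3 were higher and 1 lower than in NORM15m. Adjusted over the list alone, 12 were higher at 4 hours, which is not independent evidence because the study chose the genes on these libraries.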

To determine whether early mouse and human injury responses are similar, we compared the mouse data with published microarray expression profiles (GEO accession GSE43974) of human kidney transplant biopsies from deceased donors taken 1 hour after reperfusion (46) (Supplemental Table 3). The heatmap in Figure 4A shows the mouse IRI expression profiles of 84 upregulated genes identified from the human kidney transplant microarray study (46). Of these, 60.7% were strongly upregulated in the first few hours after IRI in the mouse model, indicating a strong conservation in the early injury response (hypergeometric test *P* < 0.01). Notably, 15 of the 21 transcription factors in the mouse early response module I (71.4%) were identified in human kidney graft biopsies: *JUN*, *FOS*, *BTG2*, *ZFP36*, *FOSB*, *EGR1*, *KLF4*, *KLF6*, *JUNB*, *CSRNP1*, *ATF3*, *JUND*, *NFIL3*, *DDIT3*, and *MAFF*. 

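In the mouse kidneys, all 15 of these factors were higher at 2 hours and at 4 hours than in SHAM4h, with a median of 3.65 at both. *Btg2*, an antiproliferative gene on chromosome 1 from 134075170 to 134079120, rose by 4.34 (standard error 0.39, adjusted p = 1.1e-10 from limma) at 2 hours, and *Zfp36*, which destabilizes cytokine mRNAs, by 3.52 (standard error 0.28). The zinc finger factors *Klf4* and *Klf6* rose by 2.48 and 3.06, *Junb* by 3.89 and *Csrnp1* by 3.65. *Maff* rose by 3.59 (standard error 0.50) and *Nfil3*, a basic leucine zipper factor, by 3.30 (standard error 0.51) at 4 hours. At 24 hours 11 of the 15 were higher than in SHAM24h, at 7 days 13 and at 28 days 9. At 12 months 3 were higher than in SHAM12m and 1 than in NORM15m. The list was drawn from genes already called in these kidneys, so the mouse count is not independent evidence.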

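*Hbegf*, *Bag3*, *Rhob*, *Nr4a2*, *Ppp1r15a*, *Gadd45b*, *Dnajb1* and *Dnajb4* were all higher in the mouse kidneys at 2 hours and at 4 hours, with medians of 2.67 and 3.07. *Nr4a2*, an orphan nuclear receptor on chromosome 2 from 57106830 to 57124003, rose by 2.75 (standard error 0.37, adjusted p = 4.4e-07 from limma) at 2 hours. *Ppp1r15a*, which restores translation after stress, rose by 3.31 (standard error 0.19) at 4 hours and the small GTPase *Rhob* by 1.87 (standard error 0.25). The chaperone genes *Dnajb1* and *Dnajb4* rose by 3.92 and 2.44, and *Bag3*, a partner of heat shock proteins, by 3.25. At 7 days 6 of the 8 were higher than in SHAM24h and at 28 days 4. The genes were picked by the study on these libraries, which makes their count no independent evidence.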

Other shared immediate early genes between mouse and human encode the growth factor, *HBEGF*; death-related genes, *BAG3*, *RHOB*, *NR4A2*, *PPP1R15A*, *GADD45B*; and heat shock protein family members *DNAJB1* and *DNAJB4*. Interestingly, a parallel comparison of published human liver transplants examining tissue samples collected 2–3 hours after reperfusion showed a significant overlap (hypergeometric test *P* < 0.01), with 13% of the 1,073 differentially expressed human liver genes upregulated in mouse kidneys 2–4 hours after IRI (47) (Supplemental Figure 7B and Supplemental Table 4).

Taken together, these data indicated that oxidative stress and hypoxia initiate a cascade of stress and immediate early transcriptional responses in the early phase of kidney injury that are largely conserved between mouse and humans and are commonly activated upon transplanting deceased donor kidneys. 

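Heat shock genes rose in the hours after IRI. Of 11 measured chaperone genes, 8 were higher than in SHAM4h at 2 hours, with a median of 1.26, and 11 at 4 hours (11 when adjusted over the list alone), with a median of 1.97. *Hspb1*, a small heat shock protein on chromosome 5 from 135887919 to 135889563, rose by 4.73 (standard error 0.40, adjusted p = 1.5e-11 from limma) at 4 hours and *Hsph1* by 3.52 (standard error 0.41). Between 4 and 24 hours 9 of the list fell. Of 12 genes of the unfolded protein and integrated stress response, 10 were higher at 4 hours (10 when adjusted over the list alone), among them *Chac1*, a glutathione-degrading enzyme, with 3.20 (standard error 0.46). Genes of the hypoxia response went both ways. Of 15 measured, 5 were higher and 3 lower at 4 hours (5 and 4 when adjusted over the list alone). The glycolytic enzyme gene *Hk2* rose by 2.67 (standard error 0.48) and the glucose transporter gene *Slc2a1* by 1.42 (standard error 0.24). Targets of NRF2, the main activator of antioxidant genes, also went both ways at 4 hours, with 3 of 11 higher and 3 lower. At 24 hours 8 were higher and 3 did not pass (9 higher when adjusted over the list alone), and 8 rose between 4 and 24 hours. *Hmox1*, heme oxygenase, rose by 3.29 (standard error 0.39) at 24 hours and *Srxn1* by 2.47 (standard error 0.24). *Hspa1a* and *Hspa1b*, the inducible heat shock protein genes, are listed at 0 in all libraries, so their change was not measured.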

Further, some responding genes are more generally activated in other organ transplants.

### Persistent elevation of genes regulating cell death and proliferation from hours to weeks after IRI.

The 99 genes in module II (red, Figure 3A and Supplemental Table 1) showed rapid induction within hours, similar to genes in module I; however, enhanced expression was sustained for weeks after IRI. This group included the two injury markers discussed earlier: *Krt8*, *Krt20*, and *Sox9*, a transcriptional regulator recently linked to renal tubular repair programs (48, 49).

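Of the 99 genes of this module, 96 were tested. At 2 hours 48 were higher and 7 lower than in SHAM4h, and at 4 hours 81 were higher, with a median of 2.27. Against SHAM24h, 94 were higher at 24 hours with a median of 2.45, 90 at 7 days (2.16), 77 at 14 days (1.70) and 71 at 28 days (1.38). The mean was highest at 4 hours for 35 genes, at 24 hours for 21 and at 48 hours for 19. Between 48 hours and 7 days 6 rose and 19 fell, and between 14 and 28 days 1 rose and 1 fell. At 12 months 17 were higher than in SHAM12m, and no count was made against NORM15m. Since the study formed the module on these libraries, the counts are not independent evidence of its course.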

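*Krt20*, a keratin gene on chromosome 11 from 99428403 to 99438150, rose from 0.363 ± 0.235 FPKM (SD, n = 3) in SHAM4h to 39.6 ± 37 FPKM (SD, n = 3) at 4 hours, a change of 6.03 (standard error 0.85, adjusted p = 9.8e-07 from limma). At 24 hours it had reached 167 ± 38.4 FPKM (SD, n = 3), or 9.66 (standard error 0.85) above SHAM24h, and at 28 days it was still 6.09 (standard error 0.85) above. At 6 months its differences from SHAM12m and NORM9m were 1.37 (adjusted p = 0.15 from limma) and 0.52 (adjusted p = 0.78 from limma). *Krt8*, a keratin of simple epithelia, rose by 2.37 (standard error 0.21) at 4 hours and was 0.89 (standard error 0.21) above SHAM24h at 28 days. Its partner *Krt18* rose by 2.60 at 24 hours and *Krt19*, a keratin of ducts, by 3.00. *Sox9* rose by 3.41 (standard error 0.48) at 4 hours and 4.08 (standard error 0.48) at 24 hours, and was 3.81 (standard error 0.48) above SHAM24h at 28 days. Of 15 genes of tubule injury and dedifferentiation in a textbook list, 10 of which the study also names, 11 were higher at 4 hours, 15 at 48 hours (15 when adjusted over the list alone) and 14 at 28 days. At 12 months 11 were higher than in SHAM12m. None was higher than in NORM15m by limma (0 at an unadjusted p under 0.05, 0 by limma without trend), and 1 was lower. The mean log2 value of this list was 3.39 in NORM15m-R1, and 5.25 and 5.27 in NORM15m-R2 and NORM15m-R3.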

GO term enrichment analysis (Figure 3B) highlighted death and apoptosis-related terms and included genes encoding transcription regulators associated with cell death (*Gata6*, *Litaf*, and *Id1*) and cell proliferation (*Klf5*, *Fosl2*, *Zbtb16*, *Sox9*, *Myc*). 

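All 8 of these regulators were higher at 48 hours and 7 at 24 hours, when the median was 2.17. The study chose them on these libraries, which makes the count no independent evidence. *Myc*, a driver of proliferation on chromosome 15 from 61985391 to 61990374, rose by 2.85 (standard error 0.39, adjusted p = 1.6e-07 from limma) at 24 hours. *Litaf*, a gene induced by bacterial lipopolysaccharide, and *Klf5*, a zinc finger factor of epithelia, rose by 2.28 and 2.19. *Gata6* rose by 1.96, *Id1* by 2.15 and *Fosl2* by 2.04. *Zbtb16* changed by 1.43 (adjusted p = 0.052 from limma) at 24 hours, which did not pass, and rose by 3.45 (adjusted p = 1.3e-05 from limma) at 48 hours. At 24 hours it passed without SHAM24h-R3, without IRI24h-R1, with a pseudocount of 0.01 and with only the 2 groups compared. At 28 days 8 of the 8 were higher. Targets of p53, the regulator of the response to DNA damage, rose too. Of 12 in a textbook list, 8 were higher at 24 hours (8 when adjusted over the list alone) and 10 at 72 hours. *Cdkn1a*, the cell cycle inhibitor p21, rose by 4.07 (standard error 0.52) at 24 hours, *Eda2r* by 2.39 (standard error 0.34) and *Phlda3* by 2.26 (standard error 0.26). After quantile normalization 5 of the 12 targets were higher at 24 hours.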

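*Il6*, the main inducer of the acute phase response, lies on chromosome 5 from 30013114 to 30019981. It rose from 0.0318 ± 0.0389 FPKM (SD, n = 3) in SHAM4h to 9.25 ± 6.48 FPKM (SD, n = 3) at 4 hours, a change of 5.98 (standard error 0.54, adjusted p = 7.3e-11 from limma). *Lif*, a cytokine of the same family, rose by 5.12 (standard error 0.60) at 4 hours. Both changes depend on the 0.1 FPKM added to each value, as the means in SHAM4h lie below it. The neutrophil chemokines *Cxcl1* and *Cxcl2* rose by 5.03 and 5.10. *Rtn4rl2*, which encodes a receptor of the Nogo family, changed by 1.24 at 4 hours, a call that rests on IRI4h-R1, and 2.93 at 24 hours. All 5 were higher at each time point from 4 hours to 14 days, and 4 at 28 days. *Lif* was 4.69 above SHAM24h at 24 hours and 3.99 at 14 days. At 12 months 2 of the 5 were higher than in SHAM12m, and none than in NORM15m by limma (0 at an unadjusted p under 0.05, 0 by limma without trend). Their mean log2 value was -1.82 in NORM15m-R1, and 0.96 and 0.39 in NORM15m-R2 and NORM15m-R3. The 5 genes were picked in the study from these libraries, so the count is not independent evidence.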

A number of cytokine-encoding genes that showed extensive upregulation (*Lif*, *Cxcl1*, *Cxcl2*, *Il6*) and the receptor-encoding gene *Rtn4rl2* were enriched in Foxd1-TRAP analysis of interstitial cell types at 24 hours after IRI (28). *Rtn4rl2* (reticulon 4 receptor-like 2), also known as Nogo receptor homolog NgR2, is a member of Nogo66 receptor family (50). The Nogo signaling pathway has been reported to limit axon growth after injury (51), restrict synapse number in the developing hippocampus (52), and resolve inflammation in injured peripheral nerve (53). The very early onset and continuous upregulation of this group of genes is consistent with actions in the epithelial injury and repair process and with ensuing interstitial fibrosis.

### Genes related to cell cycle and wound repair are transiently upregulated days after IRI.

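The study placed 371 genes in module III, and 361 of them were tested. At 4 hours 55 were higher than in SHAM4h, and at 24 hours 333 were higher than in SHAM24h, with a median of 2.08. At 48 hours 358 were higher, with a median of 2.87, and at 72 hours 352, with a median of 2.42. The mean was highest at 48 hours for 224 genes, at 24 hours for 102, at 72 hours for 27 and at 7 days for 8. Between 48 hours and 7 days 202 genes fell and 1 rose. At 7 days 314 were still higher than in SHAM24h, with a median of 1.99. By 14 days 210 were (1.08) and by 28 days 207 (1.01). At 12 months 103 were higher than in SHAM12m, and no count of the module was made against NORM15m. The mean log2 value of the wound repair genes named below was 1.75, -0.01 and 0.20 in IRI12m-R1, IRI12m-R2 and IRI12m-R3. It was -0.62 to -0.51 in SHAM12m and -0.45 to 0.69 in NORM15m. The counts are not independent evidence of the module's direction, which was set on these libraries. Against all 9 sham kidneys the median at 48 hours was 2.98.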

Module III (brown, Figure 3C and Supplemental Table 1) contained 371 genes with a transient high induction in the first 3 days, peaking around 2 days after IRI and returning to nearly basal levels by 1 week. This group included two ischemic/nephrotic AKI marker genes that dramatically increased at day 2: *Havcr1* and *Lcn2* (also known as *NGAL*) (54). 

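*Havcr1*, which encodes the injury molecule KIM-1 of proximal tubule cells, lies on chromosome 11 from 46735080 to 46779578. Its mean was 0.617 ± 0.198 FPKM (SD, n = 3) in SHAM24h, 1106 ± 156 FPKM (SD, n = 3) at 24 hours and 184 ± 11.6 FPKM (SD, n = 3) at 48 hours. The changes were 10.62 (standard error 0.90, adjusted p = 1.1e-11 from limma) and 8.04 (standard error 0.90). At 7 days the mean was 374 ± 93 FPKM (SD, n = 3) and at 28 days 80.2 ± 3.45 FPKM (SD, n = 3), or 6.84 above SHAM24h. *Lcn2*, the iron-binding protein NGAL on chromosome 2 from 32384633 to 32388252, was at 3.7 ± 0.774 FPKM (SD, n = 3) in SHAM24h, 777 ± 331 FPKM (SD, n = 3) at 24 hours and 1076 ± 426 FPKM (SD, n = 3) at 48 hours. Its changes were 7.62 (standard error 0.88) and 8.07 (standard error 0.88, adjusted p = 2.1e-09 from limma). Both genes were higher at 12 months than in SHAM12m, by 3.81 (standard error 0.90) and 3.49 (standard error 0.88), but neither passed the test without IRI12m-R1. Neither differed past the test from NORM15m, with -1.18 (adjusted p = 0.34 from limma) and 0.35 (adjusted p = 0.8 from limma). The NORM15m kidneys held 46.2 ± 41.5 FPKM (SD, n = 3) of *Havcr1*, more than the SHAM12m kidneys, which held 0.498 ± 0.104 FPKM (SD, n = 3).

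**Figure D2:**
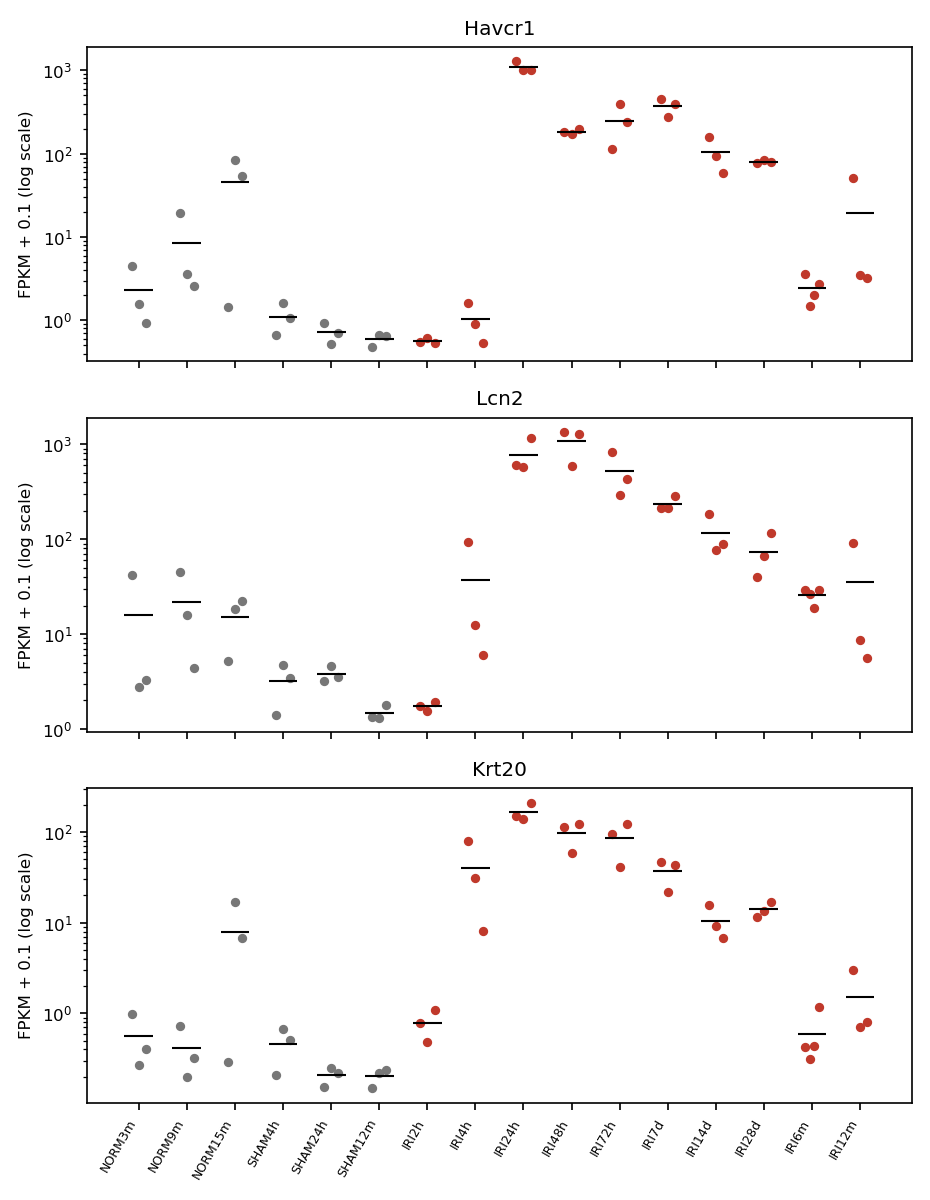
FPKM + 0.1 on a log axis for *Havcr1*, *Lcn2* and *Krt20* in each of the 49 kidneys by group, gray for controls and red for IRI. Each point is 1 kidney and the black line is the group mean. The mean of *Havcr1* was highest at 24 hours and that of *Lcn2* at 48 hours, and the NORM15m kidneys range widely for *Havcr1*.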

Here, the top enriched GO terms were related to cell cycle, cell division, and mitosis (110 genes with *P* < 1E-40). Fifty genes are functionally annotated to M phase of the cell cycle, including *Ccnb1* (cyclin B1) and *Cdk1* (cyclin-dependent kinase 1). This finding is in line with the initiation of cell proliferation by proximal tubule cells surviving injury and expansion of interstitial fibroblasts in conjunction with renal fibrosis (16, 20).

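Genes of mitosis rose together in the days after IRI. Of 20 in a textbook list, 16 were higher at 24 hours, with a median of 1.56, and all 20 at 48 hours (20 when adjusted over the list alone), with a median of 4.71. All 20 were higher at 72 hours and at 7 days. *Ccnb1*, the cyclin that drives entry into mitosis, lies on chromosome 13 from 100778650 to 100786570. It rose from 0.303 ± 0.155 FPKM (SD, n = 3) in SHAM24h to 21.3 ± 6.18 FPKM (SD, n = 3) at 48 hours, a change of 5.76 (standard error 0.42, adjusted p = 2.5e-13 from limma). Its partner *Cdk1* rose by 5.40 (standard error 0.38), and the mitotic kinases *Plk1* and *Aurkb* by 5.60 and 5.54. *Ube2c*, which marks mitotic cyclins for destruction, rose by 6.01 (standard error 0.45). Between 48 hours and 7 days 20 of the 20 fell, and at 28 days 18 were still higher, with a median of 1.76. All 17 measured genes of DNA replication were higher at 24 hours and at 48 hours (17 when adjusted over the list alone). *Rrm2*, a subunit of ribonucleotide reductase, rose by 4.77 (standard error 0.30) at 48 hours and cyclin E1 (*Ccne1*) by 3.00 (standard error 0.35). By camera the mitosis list stood above all other genes at 48 hours with a preset correlation (adjusted p = 5.8e-20), but not with an estimated correlation (adjusted p = 0.16). At 12 months 16 of 20 were higher than in SHAM12m and none than in NORM15m by limma (3 at an unadjusted p under 0.05, 0 by limma without trend). The mean log2 value of the mitosis list was -1.03, 0.2 and -0.37 in NORM15m-R1, NORM15m-R2 and NORM15m-R3.

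**Figure D3:**
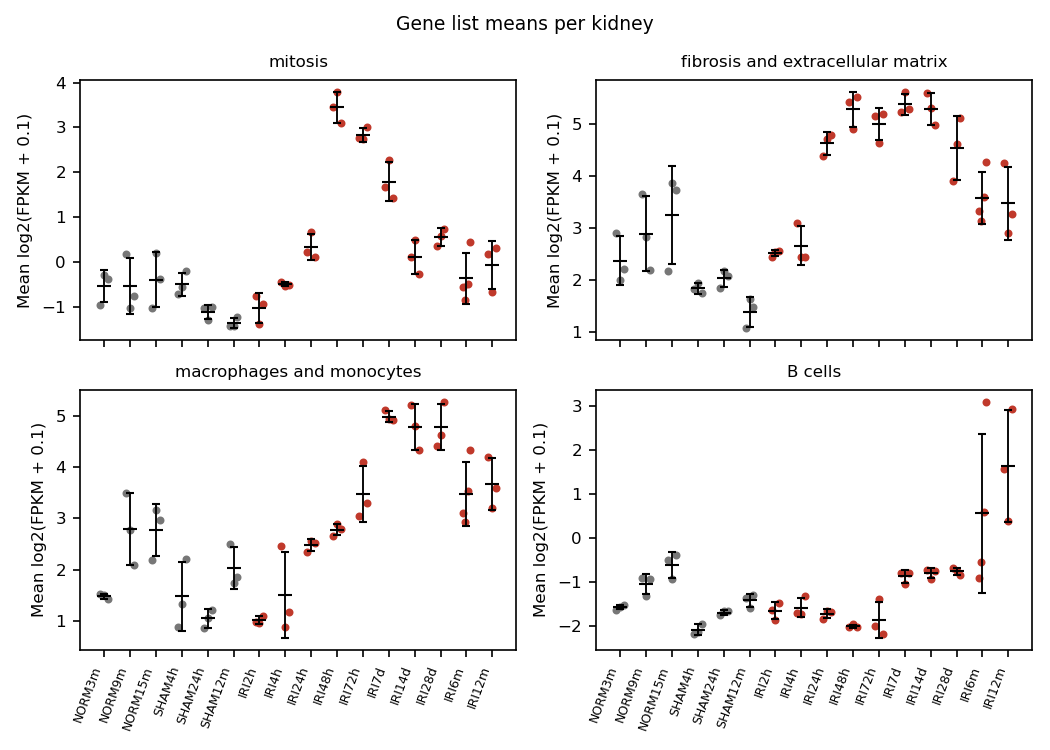
Mean log2(FPKM + 0.1) of the genes of 4 lists in each kidney, by group, gray for controls and red for IRI. Points are kidneys and black bars are the group mean ± SD. Mitosis genes stand highest at 48 hours, fibrosis genes from 48 hours to 14 days, macrophage genes from 7 to 28 days, and B cell genes at 6 and 12 months.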

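All 15 of the wound repair genes *Kng1*, *Arg1*, *Fgg*, *Dysf*, *Procr*, *Fga*, *Saa1*, *Fgb*, *Ccr1*, *F13a1*, *Saa3*, *Pf4*, *Entpd1*, *Orm2* and *F2r* were higher at 24, 48 and 72 hours, with a median of 4.03 at 48 hours. *Fgb*, the fibrinogen beta chain on chromosome 3 from 83040141 to 83049863, rose by 8.68 (standard error 0.88, adjusted p = 4.2e-10 from limma) at 24 hours, and *Fga* and *Fgg* by 5.04 and 5.73. *Arg1*, the arginase of alternatively activated macrophages, rose by 4.97 (standard error 0.66) at 48 hours. *Saa1* and *Orm2*, acute phase proteins with close paralogs that could share reads with them, rose by 6.08 and 4.35. The changes of *Arg1*, *Saa1* and *Orm2* depend on the 0.1 FPKM added to each value, since their means in SHAM24h lie below it. At 28 days 10 of the 15 were higher. Of 12 acute phase proteins in a textbook list, 8 of which the study also names, 12 were higher at 48 hours (12 when adjusted over the list alone) and 5 at 14 days. Of the adhesion genes, *Itga2* lay below the filter on low values. *Adam8*, a metalloprotease of leukocytes, rose by 4.48 (standard error 0.49) at 48 hours. The integrin subunits *Itgb3* and *Itga5* rose by 2.42 and 2.07. At 12 months 2 of 14 were higher than in SHAM12m and 1 than in NORM15m. The study chose both sets on these libraries, so neither count is independent evidence.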

Among the remaining 261 genes in module III, a second round of GO analysis revealed 15 genes related to wound repair (*Kng1*, *Arg1*, *Fgg*, *Dysf*, *Procr*, *Fga*, *Saa1*, *Fgb*, *Ccr1*, *F13a1*, *Saa3*, *Pf4*, *Entpd1*, *Orm2*, and *F2r)* and 15 genes related to cell adhesion (*Cldn7*, *Col13a1*, *Itga2*, *Itgb3*, *Emilin2*, *Col5a3*, *Cldn14*, *Nrcam*, *Lyve1*, *Itga5*, *Msln*, *Lamc2*, *Col8a1*, *Adam8*, and *Spp1*). Based on cell-specific TRAP microarray in AKI (28), we identified *Fga*, *Fgb*, and *Fgg* (fibrinogen α, β, and γ) production from nephrons; *Il11* (IL-11) production and elevated *Itga5* (integrin subunit α5) from interstitial cells; *Nrarp* (Notch-regulated ankyrin repeat protein) from endothelial cells; and *Retnlg* (resistin-like γ) from myeloid lineage cells. Taken together, the data suggest a complex interplay among multiple cell types for fibrosis, inflammation, and activated vasculature in the first few days after injury in addition to the marked reparative response within damaged nephron segments.

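RNA of neutrophil and endothelial markers rose in these days. Of 9 neutrophil genes, 8 were higher at 24 hours (8 when adjusted over the list alone) and all 9 at 72 hours. *Retnlg*, a secreted protein of granulocytes on chromosome 16 from 48872621 to 48874496, rose by 3.59 (standard error 1.07, adjusted p = 0.0054 from limma) at 24 hours. *S100a8*, a calcium-binding protein abundant in neutrophils, rose by 3.44 (standard error 1.06) and the decoy receptor *Il1r2* by 3.38 (standard error 0.63). Of 15 endothelial genes, 13 were higher at 48 hours (13 when adjusted over the list alone), with a median change of 0.63, and 8 at 14 days. *Pecam1*, the adhesion molecule CD31, rose by 1.16 (standard error 0.15) at 48 hours, and *Cdh5*, the cadherin of endothelial junctions, by 1.05 (standard error 0.15) at 14 days. By staining, the paper found the opposite for the protein, with fewer PECAM1-positive vascular cells and a lower vessel density after IRI. FPKM of a whole kidney is a share of its reads and does not count vessels. *Il11*, a cytokine of stromal cells, rose by 4.86 (standard error 0.52) at 24 hours.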

### Genes related to cell adhesion and inflammation were upregulated from days to weeks after IRI.

Module IV (turquoise; Figure 3C and Supplemental Table 1) is the largest with 516 genes that show a common temporal profile: upregulated from day 1 and elevated for weeks after IRI. This group included *Timp2* (tissue inhibitor of metalloproteinase 2), a cell cycle arrest biomarker for AKI (55, 56).

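The supplemental table held here lists only part of the modules' genes, so this module was followed through the gene lists that the paper names. At 14 days its 4 fibrosis genes, 16 of 16 complement and Toll-like receptor genes and all 19 genes of cytokine receptor signaling were higher. Of the matrix genes, 10 of 22 were higher than in SHAM4h at 4 hours, 19 higher than in SHAM24h at 24 hours and 22 at 28 days. Its median was 1.87 at 24 hours, 2.62 at 7 days and 1.97 at 28 days. Of the complement and Toll-like receptor genes, 12 were higher at 24 hours and 16 at 28 days, with medians of 1.59 and 2.97. At 6 months 21 matrix genes were higher than in SHAM12m and 3 than in NORM9m. The lists were chosen by the study on these libraries and are not independent evidence of their direction.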

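*Timp2*, an inhibitor of matrix metalloproteinases, lies on chromosome 11 from 118301069 to 118355740. Its mean was 16.9 ± 1.96 FPKM (SD, n = 3) in SHAM24h and 24.9 ± 3.82 FPKM (SD, n = 3) at 24 hours, a difference of 0.55 (adjusted p = 0.053 from limma) that did not pass the test. It passed with all 9 sham kidneys as the control, with only the 2 groups compared, with a replicate block and without IRI24h-R1. It rose by 1.33 (standard error 0.24) at 48 hours, 1.90 (standard error 0.24) at 7 days and 2.45 (standard error 0.24, adjusted p = 3.6e-10 from limma) at 14 days, when its mean was 93 ± 16.9 FPKM (SD, n = 3). At 28 days it was 2.11 (standard error 0.24) above SHAM24h. At 12 months its difference from SHAM12m was 1.33 (adjusted p = 0.00026 from limma).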

The top enriched GO terms in this group identified cell adhesion and inflammation as key cellular responses (141 genes with *P* < 1E-10). 

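*Acta2*, *Col3a1*, *Timp1* and *Pdgfrb* were all higher at each time point from 24 hours to 14 days. *Col3a1*, the chain of collagen III on chromosome 1 from 45311538 to 45349706, rose from 10.2 ± 2.11 FPKM (SD, n = 3) in SHAM24h to 248 ± 30.4 FPKM (SD, n = 3) at 14 days, a change of 4.60 (standard error 0.55, adjusted p = 2.2e-08 from limma). *Timp1*, an inhibitor of metalloproteinases, rose by 6.84 (standard error 0.85) at 24 hours and was 4.74 (standard error 0.85) above SHAM24h at 28 days. *Pdgfrb*, the growth factor receptor of pericytes and fibroblasts, rose by 2.23 (standard error 0.32) at 14 days. *Acta2*, which encodes the smooth muscle actin of myofibroblasts, rose by 2.09 (standard error 0.38) at 7 days, and at 28 days it differed from SHAM24h by 0.94 (adjusted p = 0.057 from limma), which did not pass. This difference passed after quantile normalization, with all 9 sham kidneys as the control, with a replicate block and without IRI28d-R1. At 12 months *Timp1* was 4.02 (standard error 0.85) and *Col3a1* 3.31 (standard error 0.55) above SHAM12m. Against NORM15m, which stands higher than SHAM12m in these genes, the differences were -0.46 (adjusted p = 0.72 from limma) and 0.34 (adjusted p = 0.67 from limma). The genes were the study's choice on these libraries, so that all 4 rose is not independent evidence.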

Among the well-documented fibrosis-related genes in this module are *Acta2*, *Col3a1*, *Timp1*, and *Pdgfrb*. Twenty-two genes are related to extracellular matrix organization: *Lgals3*, *Spock2*, *Mmp9*, *Olfml2b*, *Eln*, *Col3a1*, *Ccdc8080*, *Postn*, *Nid1*, *Serpinh1*, *Col5a1*, *Emilin1*, *Anxa2*, *Tgfb2*, *Smoc2*, *Fbln1*, *Crispld2*, *Tgfbi*, *Pdgfra*, *Bcl3*, *Lox*, and *Adamts2*. 

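Of these genes, 21 of 22 were higher at 14 days (22 when adjusted over the list alone, not independent evidence since the study chose them here), with a median of 2.45. *Adamts2*, the protease that trims procollagens, lies on chromosome 11 from 50602084 to 50807573 and rose by 4.03 (standard error 0.41, adjusted p = 7.9e-10 from limma). *Ccdc80*, a matrix protein that the paper appears to list as Ccdc8080, rose by 3.99 (standard error 0.32). *Lox*, which crosslinks collagen, rose by 3.65, *Eln* (elastin) by 2.60, and *Pdgfra*, a receptor of fibroblasts, by 2.49. *Postn*, the matrix protein periostin, differed by 1.20 (adjusted p = 0.054 from limma) and did not pass. Its difference passed with all 9 sham kidneys as the control, with only the 2 groups compared and without IRI14d-R3. A textbook list of fibrosis and matrix genes moved the same way, with 19 of 20 higher at 14 days (20 when adjusted over the list alone), of which the study names 8. *Thy1*, a surface marker of fibroblasts and T cells, rose by 5.20 (standard error 0.43) and *Tnc*, a matrix protein of wounds, by 4.72 (standard error 0.50). *Col1a1*, the main chain of collagen I, was 3.78 (standard error 0.51) above SHAM12m at 12 months. At that time 18 of the 20 were higher than in SHAM12m and 1 than in NORM15m. At 6 months they were 19 against SHAM12m and 3 against NORM9m. The mean log2 value of the list was 2.18 in NORM15m-R1, and 3.86 and 3.73 in NORM15m-R2 and NORM15m-R3.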

Eight genes are related to collagen-directed catabolic processes: *Prtn3*, *Mmp9*, *Mmp19*, *Mmp7*, *Mmp14*, *Mmp3*, *Adamts2*, and *Mmp2*. These data likely reflect active production and clearance of fibrosis-related extracellular products.

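All 8 genes were higher at each time point from 48 hours to 28 days, with a median of 4.00 at 14 days. *Mmp7* (matrilysin), a metalloproteinase of injured epithelia on chromosome 9 from 7692090 to 7699585, rose from 0.0563 ± 0.0516 FPKM (SD, n = 3) in SHAM24h to 16.7 ± 12.7 FPKM (SD, n = 3) at 14 days, a change of 6.55 (standard error 0.62, adjusted p = 2.8e-10 from limma) that depends on the 0.1 FPKM added to each value. The gelatinases *Mmp2* and *Mmp9* rose by 4.62 (standard error 0.37) and 3.97 (standard error 0.47), and *Mmp3* (stromelysin) by 4.26 (standard error 0.65). *Mmp14*, which activates *Mmp2* at the cell surface, rose by 3.83, *Mmp19* by 3.38, and *Prtn3*, a protease of neutrophils, by 2.90. At 12 months 6 of the 8 were higher than in SHAM12m and 1 than in NORM15m. Because the study picked these genes here, the count is not independent evidence.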

This phase correlates with the infiltration of inflammatory cells into renal tissue (see above). Consistent with this observation, module IV is enriched for genes associated with regulation of the complement system and Toll-like receptors (*Il18rap*, *Masp1*, *Il1rl1*, *C3*, *Il1rl2*, *Tlr13*, *Tlr2*, *Tlr7*, *Tgfb1*, *Tlr8*, *Cfp*, *Slc11a1*, *Tmem173*, *Cfh*, *Cfi*, and *Lbp*) and cytokines receptor signaling (*C3ar1*, *C5ar1*, *Ccl2*, *Cxcl5*, *Ccl9*, *Itgb2*, *Fpr2*, *Ccl7*, *Itgam*, *Fcgr3*, *Ccl6*, *Cxcl10*, *Tgfb2*, *Cxcl17*, *Ccl20*, *Robo1*, *Csf3R*, *Lbp*, and *Cmtm3*). 

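*C3*, the central complement component, lies on chromosome 17 from 57203970 to 57228136 and rose from 7.36 ± 0.535 FPKM (SD, n = 3) in SHAM24h to 232 ± 85.1 FPKM (SD, n = 3) at 14 days, a change of 4.90 (standard error 0.74, adjusted p = 1.4e-06 from limma). *Tlr2*, a receptor of bacterial lipoproteins, rose by 3.58 (standard error 0.37) at 14 days, and *Slc11a1*, a metal transporter of phagosomes, by 3.20 (standard error 0.39). Among the chemokines, *Ccl2*, which attracts monocytes, rose by 5.76 (standard error 0.72), *Cxcl5* by 5.35, *Ccl9* by 5.03 and *Cxcl17* by 4.90. *Cxcl5* and *Cxcl17* have means below 0.1 FPKM in SHAM24h, so that their changes depend on the 0.1 FPKM added to each value. At 24 hours 18 of the 19 genes of cytokine receptor signaling were higher, and at 12 months 11 were higher than in SHAM12m and 2 than in NORM15m. The study chose the genes here, so their direction is not independent evidence. Textbook markers of macrophages and monocytes followed. Of 15, 10 were higher at 24 hours, and all 15 at 7, 14 and 28 days (15 at 14 days when adjusted over the list alone), with a median of 3.92 at 14 days. *Lyz2*, the lysozyme of myeloid cells, rose by 6.26 (standard error 0.47), and *Emr1*, which encodes F4/80, by 4.03 (standard error 0.37). Of 13 complement components, 12 were higher at 14 days (12 when adjusted over the list alone). *C1qa* and *C1qc*, subunits of C1q made by macrophages, rose by 3.93 and 3.99. By camera the macrophage list stood above other genes at 14 days with a preset correlation (adjusted p = 8.2e-11), but not with an estimated correlation (adjusted p = 0.25).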

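*Nlrp3*, the sensor of an inflammasome that activates caspase-1 and interleukin 1 beta, lies on chromosome 11 from 59541568 to 59566956. It rose by 1.61 (standard error 0.34) at 24 hours and 1.28 (standard error 0.34) at 48 hours. At 7 days its mean was 1.38 ± 0.233 FPKM (SD, n = 3) against 0.123 ± 0.0499 FPKM (SD, n = 3) in SHAM24h, a change of 2.75 (standard error 0.34, adjusted p = 3.4e-08 from limma). At 28 days it was 2.11 (standard error 0.34) above SHAM24h. At 6 months its differences from SHAM12m and NORM9m were 0.21 (adjusted p = 0.6 from limma) and -0.05 (adjusted p = 0.95 from limma).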

Upregulation of *Nlrp3* indicates the potential for inflammasome activation and amplification of the inflammatory response (57), a deleterious outcome following renal ischemia (58). 

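Of *Wnt2*, *Wnt10a*, *Dkk3*, *Sdc1*, *Wnt4*, *Nkd1*, *Nkd2*, *Ndp*, *Tgfb1i1*, *Axin2* and *Cpz*, 4 were higher at 4 hours, 6 at 24 hours, 10 at 48 hours, 8 at 72 hours and all 11 at 7, 14 and 28 days. The median was 2.67 at 14 days. *Wnt4*, a ligand that drives nephron formation in the embryo, lies on chromosome 4 from 137277489 to 137299726 and rose from 0.457 ± 0.211 FPKM (SD, n = 3) in SHAM24h to 9.89 ± 2.7 FPKM (SD, n = 3) at 14 days, a change of 4.20 (standard error 0.58, adjusted p = 3.1e-07 from limma). *Nkd2*, an inhibitor of the pathway, rose by 4.08 (standard error 0.33) and *Axin2*, a target and feedback inhibitor, by 2.57 (standard error 0.28). *Ndp* (norrin), a ligand of a frizzled receptor, rose by 3.48 and *Wnt10a* by 2.97. At 6 months 11 of the 11 were higher than in SHAM12m and 2 than in NORM9m. The paper lists *Tgfb1i1* as Tgfb1l1, and as its own choice on these libraries the list is not independent evidence.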

Interestingly, removing the 141 genes comprising the top (adhesion and inflammatory) GO terms and performing secondary GO analysis identified the Wnt receptor signaling pathway as the top GO term, including the following annotated genes: *Wnt2*, *Wnt10A*, *Dkk3*, *Sdc1*, *Wnt4*, *Nkd1*, *Nkd2*, *Ndp*, *Tgfb1l1*, *Axin2*, and *Cpz*. This finding is consistent with prominent linkage of Wnt signaling to renal fibrosis (59) and potentially to renal repair (60).

### Genes related to adaptive immune responses were identified starting from weeks to months after IRI.

Module V (yellow; Figure 3C and Supplemental Table 1) contained 352 genes that were upregulated starting from week 1 to months after IRI. 

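Most of the genes that the paper names for this module were higher by 7 days. Of 22 genes of leukocyte activation, 4 were higher at 24 hours, 6 were higher and 2 lower at 48 hours, and 21 were higher at 7 days. Of 22 measured adhesion genes, 8 were higher at 24 hours and all 22 at 7 days. Between 48 hours and 7 days 21 of the leukocyte genes and 18 of the adhesion genes rose. Interferon response genes in a textbook list moved with them. Of 17, 2 were higher at 72 hours, 14 at 7 days (14 when adjusted over the list alone) and 12 at 28 days. *Cxcl10*, a chemokine for activated T cells, rose by 3.41 (standard error 0.52) at 14 days and *Isg15*, a ubiquitin-like modifier, by 2.20 (standard error 0.45). At 12 months 19 leukocyte genes were higher than in SHAM12m and 13 than in NORM15m. The study's lists were chosen on these libraries and are not independent evidence.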

The top enriched GO terms identified 101 genes that were exclusively related to immune responses, including leukocyte activation and regulation of lymphocyte activation, including *Ptprc*, *Itgal*, *Ikzf1*, *Cd3d*, *Cd3e*, *Il7r*, *Was*, *Vav1*, *Fkbp1b*, *Cd74*, *Cd48*, *Card11*, *Dock2*, *Bcl2a1d*, *P2rx7*, *Cd86*, *Itgax*, *Lck*, *Zap70*, *Cd4*, *H2-dma*, and *Spn*. 

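All 22 of these genes were higher at 14 and 28 days, with a median of 2.70 at 28 days. *Il7r*, the receptor that sustains lymphocytes, lies on chromosome 15 from 9505788 to 9530176 and rose from 0.0706 ± 0.00979 FPKM (SD, n = 3) in SHAM24h to 1.93 ± 0.614 FPKM (SD, n = 3) at 28 days, a change of 3.52 (standard error 0.39, adjusted p = 1e-08 from limma). *Ptprc*, which encodes CD45, rose by 2.67 (standard error 0.41), *Itgax*, the integrin CD11c of dendritic cells, by 3.06 (standard error 0.44), and *Dock2*, which steers leukocyte migration, by 3.24 (standard error 0.37). At 6 months 16 were higher than in SHAM12m and 11 than in NORM9m. The study chose these genes here, so the counts are not independent evidence. Of 15 T cell genes in a textbook list, 6 of which the study also names, 5 were lower at 48 hours, 9 were higher at 7 days, 13 at 28 days and all 15 at 6 and 12 months (15 at 12 months when adjusted over the list alone). Against NORM9m 14 were higher at 6 months, and against NORM15m 7 at 12 months. Without IRI6m-R4, 14 were higher than in SHAM12m at 6 months, and the mean change of the list went from 2.13 to 1.64. *Trbc2*, a constant region of the T cell receptor that could share reads with its paralog *Trbc1*, rose by 2.66 (standard error 0.60) at 12 months, and *Cd3g* by 2.41 (standard error 0.55). Of 12 genes of dendritic cells and MHC class II, 5 were lower at 48 hours, 10 higher at 7 days and 11 at 28 days (11 when adjusted over the list alone). *H2-Aa* and *H2-Eb1*, chains of the class II molecules, rose by 3.57 and 3.52 at 28 days, and *Cd74*, their invariant chain, by 3.17. By camera the T cell list stood above other genes at 12 months with a preset correlation (adjusted p = 2.4e-15), but not with an estimated correlation (adjusted p = 0.2).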

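*Ifi16* had no match among the symbols of the table, and the other 18 factors were all higher at 7, 14 and 28 days, with a median of 2.32 at 28 days. *Foxj1*, which also drives the formation of motile cilia, lies on chromosome 11 from 116330704 to 116335399 and rose by 4.42 (standard error 0.53, adjusted p = 4.2e-08 from limma) at 28 days. *Ciita*, the activator of MHC class II genes, rose by 2.73 (standard error 0.55), *Vav1*, a signal protein of lymphocytes, by 2.94 (standard error 0.38) and *Sox8* by 2.77 (standard error 0.42). *Spi1* rose by 2.65, *Ikzf1* by 1.96 and *Batf*, an AP-1 factor of lymphocytes, by 2.21. *Spib* rose by 3.47 (standard error 0.66) at 12 months. At 6 months 14 were higher than in SHAM12m and 8 than in NORM9m, and at 12 months 15 than in SHAM12m and 9 than in NORM15m. Being the study's choice on these libraries, the list is not independent evidence.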

Of the 19 transcription factors enriched in this group (*Akna*, *Ankrd6*, *Batf*, *Ciita*, *Foxj1*, *Ifi16*, *Ikzf1*, *Irf4*, *Lpxn*, *Lyl1*, *Meis3*, *Nfkbie*, *Nlrc5*, *Pou2f2*, *Sox8*, *Spi1*, *Spib*, *Tcf7*, and *Vav1*), several encode lymphocyte lineage-related transcription factors: *Foxj1* suppresses spontaneous T cell activation and autoimmunity (61); *Spi1* (also known as Pu.1) and *Spib* regulate B cell differentiation (62); *Akna* regulates CD40 and CD40 ligand, costimulatory molecules for B and T cells (63); and *Ciita*, which encodes a master transcription factor for major histocompatibility complex II expression on antigen-presenting cells, including dendritic cells, B cells, and macrophages (64).

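*Aif1*, which encodes the macrophage protein IBA1 and lies on chromosome 17 from 35170991 to 35176068, rose by 3.18 (standard error 0.67) at 7 days and 3.21 (standard error 0.67, adjusted p = 0.00027 from limma) at 28 days. *Scube1* rose by 3.67 (standard error 0.37) at 28 days and *Ccl22*, a chemokine for regulatory T cells, by 2.78 (standard error 0.44). *Igfbp2*, which binds insulin-like growth factors, rose by 3.69 (standard error 0.65) at 14 days. At 6 and 12 months *Igfbp2* was 6.42 (standard error 0.61) and 5.61 (standard error 0.65) above SHAM12m, at means of 31.5 ± 8.5 FPKM (SD, n = 4) and 18.5 ± 7.34 FPKM (SD, n = 3). Its differences from NORM9m and NORM15m were 0.94 (adjusted p = 0.4 from limma) and 1.38 (adjusted p = 0.1 from limma), which did not pass the test. All 4 genes were higher at 14 and 28 days, and as genes the study chose on these libraries they are not independent evidence.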

Among the enriched genes encoding cytokines and growth factors are *Aif1* (allograft inflammatory factor), originally identified in chronic rejection of rat cardiac allografts (65), an important player in autoimmunity (66); *Ccl22*, which is reported to prevent rejection of mouse islet allografts by recruiting Tregs (67); *Scube1*, encoding a secreted regulator of HH signaling that has been linked to renal IRI (68); and *Igfbp2*, a modulator of IGF and integrin signaling that has been reported as a potential biomarker for renal function and renal pathology in type II diabetes (69) and lupus nephritis (70). 

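*Ajap1* lay below the filter on low values, and the other 22 adhesion genes were higher at 14 and 28 days, with a median of 2.82 at 28 days. *Vcam1*, an adhesion molecule that binds leukocytes, lies on chromosome 3 from 116109949 to 116129688 and rose from 1.83 ± 0.436 FPKM (SD, n = 3) in SHAM24h to 77.8 ± 8.1 FPKM (SD, n = 3) at 28 days, a change of 5.35 (standard error 0.51, adjusted p = 7.3e-10 from limma). Its ligand subunit *Itga4* rose by 2.00 (standard error 0.35), and *Selplg*, the ligand of P-selectin on leukocytes, by 3.17 (standard error 0.40). The carboxypeptidase-like matrix proteins *Cpxm1* and *Cpxm2* rose by 3.94 and 3.91. At 6 months 18 were higher than in SHAM12m and 1 was lower, *Thbs4*, a call that rests on SHAM12m-R1 and IRI6m-R4. Against NORM9m 13 were higher. At 12 months 18 were higher than in SHAM12m and 10 than in NORM15m. The study's choice of the list on these libraries means that it is not independent evidence.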

A second round of GO analysis on the remaining 251 genes uncovered 23 genes related to cell adhesion in the most enriched GO term: *Parvg*, *Siglece*, *Cadm3*, *Plek*, *Fermt3*, *Cpxm2*, *Ly9*, *Itga4*, *Ajap1*, *Vcam1*, *Podxl2*, *Itgb7*, *Cpxm1*, *Pstpip1*, *Mfap4*, *Gpnmb*, *Cd6*, *Negr1*, *Selplg*, *Col8a2*, *Klra2*, *Thbs4*, and *Dpt*.

### B cell–related genes were identified months after IRI.

Module VI (black; Figure 3C and Supplemental Table 1) comprised 82 genes upregulated at 6 and 12 months after IRI. These displayed an overwhelming signature with 83% (69 genes) of immunoglobin LV and V genes in module VI, consistent with our observations of CD45R^+^ cells in regions with severe interstitial nephritis (Figure 1, L–O).

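Of 469 immunoglobulin gene segments in the table, 178 passed the filter. At 28 days 54 of them were higher than in SHAM24h, at 6 months 103 were higher and 2 lower than in SHAM12m (60 higher without IRI6m-R4), and at 12 months 129 were higher, with a median of 3.47. Immunoglobulin segments made up 128 of the 300 higher genes past the study's thresholds at 12 months (42.7%), of which 118 were V segments, and 86 of 424 at 6 months (20.3%). These are shares of all genes higher at a time point, while the paper's share is over module VI, so the shares are not alike. The summed FPKM of all segments had a median of 753.1 in SHAM12m (range 647.7 to 1829), 7236 at 6 months (1646 to 40510) and 15510 at 12 months (8240 to 22920). Against NORM9m 147 segments were higher at 6 months, and against NORM15m 161 at 12 months. At the study's thresholds, segments were 141 of 210 higher genes against NORM9m and 161 of 253 against NORM15m, so the share depends on the control. Segments share sequence, so reads of single segments are uncertain. B cell genes rose with them. All 10 measured in a textbook list were higher at 6 and 12 months (10 at 12 months when adjusted over the list alone), with a median of 3.29 at 12 months. Without IRI6m-R4, 6 were higher at 6 months, and the mean log2 value of the list was 3.11 in that kidney and -0.92 to 0.60 in the other IRI6m kidneys. Against NORM9m and NORM15m, 4 and 9 were higher. *Ms4a1*, which encodes the B cell antigen CD20 and lies on chromosome 19 from 11249675 to 11266241, rose by 3.88 (standard error 0.72, adjusted p = 0.00042 from limma), from a mean below 0.1 FPKM in SHAM12m, and *Cd79a*, a chain of the B cell receptor complex, by 3.59 (standard error 0.64). The study stained CD45R to mark B cells. CD45R is 1 form of the product of *Ptprc*, a gene that most leukocytes express, and FPKM of the gene does not separate its forms. Of 7 plasma cell genes, 6 were higher at 12 months (6 when adjusted over the list alone), among them *Igj*, the joining chain of secreted antibodies, with 2.80 (standard error 0.63). All 7 measured genes of tertiary lymphoid tissue were higher at 6 and 12 months (7 at 12 months when adjusted over the list alone), such as *Ltb* (lymphotoxin beta) with 2.85 (standard error 0.58) and *Tnfsf13b*, the B cell survival factor BAFF, with 2.61 (standard error 0.50). Without IRI12m-R3, 4 were higher at 12 months, and without IRI6m-R4, 6 at 6 months. The mean log2 value of this list was 3.21 in IRI6m-R4 and 0.91 to 1.61 in the other IRI6m kidneys. Against NORM9m and NORM15m, 4 and 4 of the 7 were higher. By camera the B cell list stood above other genes at 12 months with a preset correlation (adjusted p = 1.5e-14), but not with an estimated correlation (adjusted p = 0.14).

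**Figure D4:**
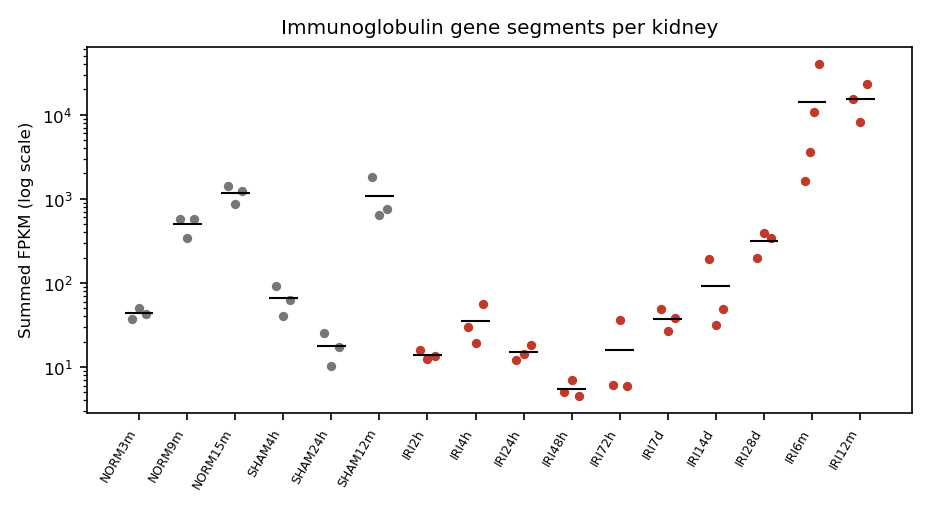
Sum of FPKM over all immunoglobulin gene segments in each kidney, on a log axis, by group (gray, controls; red, IRI). Each point is 1 kidney and the black line is the group mean. The IRI12m kidneys sit between 8240 and 22920, all above the SHAM12m and NORM15m kidneys, and the 4 IRI6m kidneys spread from 1646 to 40510.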

### Genes related to tubular function were downregulated after IRI.

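Of 17 genes of fatty acid oxidation, 11 were lower at 2 hours, 10 at 24 hours, 6 at 48 hours (6 when adjusted over the list alone), 14 at 7 days and 10 at 28 days. *Acadm*, a dehydrogenase of medium-chain fatty acids, lies on chromosome 3 from 153922357 to 153944632 and went from 820 ± 94.9 FPKM (SD, n = 3) in SHAM24h to 281 ± 40.2 FPKM (SD, n = 3) at 48 hours, a change of -1.55 (standard error 0.21, adjusted p = 1.2e-07 from limma). *Ppargc1a*, a coactivator of mitochondrial genes, changed by -1.10 (standard error 0.27). Of 16 genes of oxidative phosphorylation, 15 were lower at 24 hours, and 11 at 7 days (15 and 11 when adjusted over the list alone). At 48 hours 4 were lower and 2 higher (7 lower without IRI48h-R2). *Sdha*, a subunit of complex II, changed by -0.68 (standard error 0.15) at 48 hours. Against kidneys without surgery, 2 of the 17 fatty acid oxidation genes were lower at 48 hours, and 7 of the 16 genes of oxidative phosphorylation. At 12 months none of either list was lower than in SHAM12m by limma (0 and 0 at an unadjusted p under 0.05, 0 and 0 by limma without trend).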

Module VII (blue; Figure 3A and Supplemental Figure 1) contained 405 genes markedly downregulated on IRI with a strong linkage to genes associated with normal metabolic processes in the kidney. A comparison with a published RNA-seq data set of the segmental profile of the adult rat nephron (71) identified 34 genes with endogenous expression in the proximal tubules (Table 1 and Supplemental Table 6), including *Kap* (kidney androgen-regulated protein) and *Lrp2* (Megalin, low density lipoprotein receptor–related protein 2). Most of these genes are highly expressed in the proximal tubule of the nephron and are functionally associated with tubular biosynthetic and metabolic processes. 

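*Lrp2*, the uptake receptor megalin of the brush border, lies on chromosome 2 from 69424340 to 69586065 and went from 209.8 ± 6.39 FPKM (SD, n = 3) in SHAM24h to 43.3 ± 7.12 FPKM (SD, n = 3) at 48 hours, a change of -2.29 (standard error 0.27, adjusted p = 1.3e-08 from limma). *Kap* changed by -2.90 (standard error 0.46) at 7 days. Of 25 genes of proximal tubule transport in a textbook list, 18 were lower at 24 hours and at 48 hours (20 at 48 hours when adjusted over the list alone), 11 at 7 days and 9 at 28 days. The mean log2 value of this list was 6.63 to 6.95 at 28 days and 7.25 to 7.36 in SHAM24h. In NORM3m, of another library set, it was 6.80 to 6.95, so a loss at 28 days depends on the control. *Slc22a7* and *Slc22a8*, transporters of organic anions, changed by -6.23 and -2.38 at 48 hours, and *Slc34a3*, a phosphate transporter, by -3.60. Between 48 hours and 7 days 9 of the list rose. At 6 months 16 were lower than in SHAM12m and 3 than in NORM9m. At 12 months none was lower than in SHAM12m by limma (1 at an unadjusted p under 0.05, 0 by limma without trend), and 11 were higher than in NORM15m. Genes of the proximal tubule that depend on androgens also fell. Of 7, 6 were lower at 24 hours, 5 at 48 hours (6 when adjusted over the list alone) and 7 at 72 hours. *Cyp7b1*, a steroid hydroxylase, changed by -5.61 (standard error 0.48) at 48 hours and the organic anion transporter *Slco1a1* by -3.83 (standard error 0.67).

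**Figure D5:**
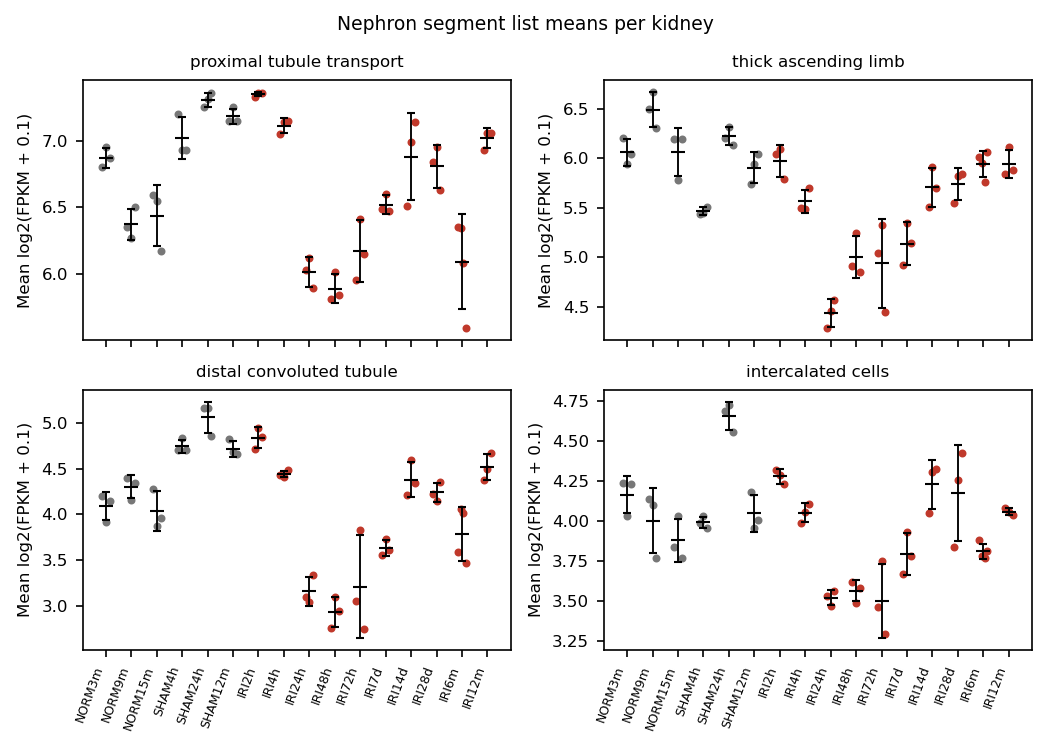
Mean log2(FPKM + 0.1) of marker genes of 4 nephron segments or cell types in each kidney, by group (gray, controls; red, IRI). Points are kidneys and black bars are the group mean ± SD. The group means are lowest at 48 hours for proximal tubule transport and the distal convoluted tubule, at 24 hours for the thick ascending limb and at 72 hours for intercalated cells. The 4 IRI6m kidneys lie below the 3 SHAM12m kidneys for proximal tubule transport.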

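*Slc4a1* was -2.90 (standard error 0.31) and *Insrr* -2.58 (standard error 0.26) relative to SHAM24h at 48 hours, *Ppp1r1a* -1.79 (standard error 0.23) and *Slc12a1* -1.72 (standard error 0.31, adjusted p = 1.5e-05 from limma). *Slc12a1*, the sodium, potassium and chloride carrier that loop diuretics block, lies on chromosome 2 from 125152505 to 125230002, and its mean was 88.6 ± 11.6 FPKM (SD, n = 3) at 48 hours against 292 ± 22.6 FPKM (SD, n = 3) in SHAM24h. Of the 7 genes that the paper names for module VII, 6 were lower at 48 hours and 7 at 7 days, which is not independent evidence since the study chose them here. Of 10 genes of the thick ascending limb, 9 were lower at 24 hours, 7 at 48 hours (7 when adjusted over the list alone) and 4 at 28 days. *Egf*, the growth factor of the distal nephron, changed by -4.52 (standard error 0.31) at 48 hours. All 6 genes of the distal convoluted tubule were lower at each time point from 24 hours to 7 days. *Pvalb*, the calcium-binding protein parvalbumin, changed by -5.92 (standard error 0.78) at 48 hours and *Slc12a3*, the carrier that thiazides block, by -1.70 (standard error 0.21). Of 8 genes of intercalated cells, 6 were lower at each of these time points (6 at 48 hours when adjusted over the list alone), such as pendrin (*Slc26a4*) with -1.11 (standard error 0.20) at 48 hours. Of 7 genes of principal cells, 3 were lower and 1 higher at 48 hours (3 and 1 when adjusted over the list alone, and 1 lower without IRI48h-R1). *Hsd11b2*, which shields the mineralocorticoid receptor, changed by -0.84 (standard error 0.17). With all 9 sham kidneys as the control its change was 0.01 (adjusted p = 0.97 from limma), and 1 principal cell gene was lower. With kidneys without surgery none of the 7 was by limma (0 at an unadjusted p under 0.05, 0 by limma without trend). With kidneys without surgery as the control, 2 of the distal convoluted tubule genes were lower at 48 hours. *Slc12a3* then differed by 0.23 (adjusted p = 0.36 from limma) and *Hsd11b2* by 0.45 (adjusted p = 0.027 from limma), the other way, in a comparison between library sets of unequal depth.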

Module VII genes also contained genes with high basal expression in the collecting duct and loop of Henle, including *Slc4a1,* a Cl^–^/HCO_3_^–^ transporter localized to the cortical and outer medullary collecting duct (72); *Insrr*, an acid/alkali-sensing receptor (73) in cortical collecting ducts; and *Slc12a1* and *Ppp1r1a*, which are present in the thick ascending limb.

### Shared immune signaling pathways between mouse IRI and human 1-year kidney transplants.

To determine how well the long-term mouse IRI model mirrored human clinical cases, we examined the mouse ortholog expression profiles for differentially expressed human genes identified from published microarray (GEO accession GSE22459) on biopsies from 1-year kidney grafts with inflammation and fibrosis (74). The heatmap in Figure 4B showed distinct clusters of gene sets, with specific temporal induction reflecting common molecular changes during the progression of inflammation with fibrosis between mouse IRI and human kidney transplants. Of the 1,006 genes identified as differentiated in human data set (Supplemental Table 5), 575 (57.2%) of their mouse orthologs had fold change >1.5, FPKM >1, and FDR <5% in mouse IRI. The top overrepresented DAVID KEGG signaling pathways for the 575 genes were as follows: chemokine; cytokine-cytokine receptor interaction; natural killer cell–mediated cytotoxicity; Toll-like receptor; T cell receptor; NOD-like receptor; and B cell receptor signaling pathways. Of the 352 mouse genes uncovered in module V (yellow), most were genes associated with adaptive immune response and were upregulated in the weeks and months after IRI. However, 141 genes (40.5%) from this module were differentially expressed in 1-year human kidney transplants that displayed inflammation and fibrosis. In consideration of the multifactorial events that can influence renal function after kidney transplantation (including drug toxicity, infections, and subsequent AKIs), we had expected that the effect of the initial I/R injury was not detectable in the long term. However, this partial overlap between the transcriptional profile in our mouse model and that in kidney transplant biopsies suggests that the initial injury might be more relevant than expected even in the long term or that following episodes of renal injury in transplant recipients might trigger similar transcriptional responses. These observations are in line with recent studies suggesting a critical role of genes involved in kidney repair for the long-term outcome after kidney transplantation (75).

### Temporal and spatial renal tubular and inflammatory responses visualized by RNA section in situ hybridization.

To corroborate the quantitative results with RNA-seq, we selected one gene from each module for a detailed analysis of its temporal and spatial expression profile by in situ hybridization (Figure 5). *Hbegf* (heparin-binding EGF-like growth factor), a growth factor encoding gene and representative module I gene showed endogenous expression in medullary collecting ducts, while a robust increase was seen in cortical proximal tubules 4 hours after IRI. This is consistent with the protein upregulation in a previous published rat IRI model (76). In addition, increase of *Hbegf* mRNA was also seen in the loop of Henle adjacent to vasa recta in the medulla and a subset of papillary cells (Figure 5A). *Nrg1* (neuregulin 1), a glycoprotein-encoding gene regulating cell signaling in development and adult brain (77), within module II was localized in cortical proximal tubules 2 weeks after IRI (Figure 5B). *Vgf* (VGF nerve growth factor inducible), a gene in module III, encodes a neuronal and endocrine peptide precursor that is normally expressed in nerve system, adenohypophysis, adrenal medulla, gastrointestinal, tract, and pancreas (78). The mRNA of *Vgf* was not detected in normal kidney but displayed strong, transient expression in the medullary thick ascending limb at day 1 after IRI (Figure 5C). *Basp1* (brain abundant, membrane attached signal protein 1), encoding a membrane attached signaling protein, within module IV was originally identified as a transcriptional corepressor of Wt1 (Wilms’ tumor) (79) that promoted apoptosis in diabetic nephropathy (80). RNA in situ exhibited its expression in the atrophied tubules in the outer medulla 2 weeks after IRI (Figure 5D). *Nrep* (neuronal regeneration-related protein), encoding an intracellular protein linked to the augmentation of TGF-β–induced renal fibrosis (81), within module V was active at day 14 after IRI in inner medullary tubules (Figure 5E). *Slpi* (secretory leukocyte peptidase inhibitor), which encodes a peptidase inhibitor regulating immunity and tissue regeneration (82) and module VI representative, was associated with the immune cell infiltrate in kidneys 1 year after IRI (Figure 5F). *Mfsd2a* (major facilitator superfamily domain containing 2A), a newly identified transporter for fatty acids specifically in brain-blood barrier (83, 84) and module VII representative gene, was markedly downregulated within its normal site of expression in the S3 segment of LTL^+^ proximal tubule (Supplemental Figure 6).

## Discussion

This study provides a long-term comprehensive histological, cellular, and molecular characterization of temporal-specific biological events following a single ischemic AKI in the adult mouse. Following a sublethal IRI, renal function was restored in 2 weeks, but molecular and cellular characterization reveal nephron loss and disrupted kidney programs that result in a severely compromised kidney over the course of 1 year. This study highlights progression from a single episode of ischemic AKI to acute renal dysfunction with histological features of end-stage renal disease by 1 year, suggesting that with a severe initial hit, multiple episodes of AKI are not essential for the progression of AKI to end-stage renal disease (85). These results provide a strong foundation for future studies on maladaptive repair mechanisms and key regulators for AKI-to-CKD transition.

Our cellular characterization of proximal tubule injury extends recent observations on the de novo activation of a number of keratin genes normally expressed within other nephron segments into injured proximal tubule cells. In particular, we identify *Krt20* as a marker of the injury response that is closely associated with well-characterized injury marker Havcr1. Krt20 and Krt8/18 are rapidly activated on injury in epithelial cells in the proximal tubule, and post-injury repair (7 days after IRI) remains in nonepithelial cells in degenerate proximal tubules.

Of particular note, the injury, repair and long-term maladaptive responses are underpinned by coordinated regulation of distinct gene sets. The immediate response to injury is dramatic upregulation of an array of transcriptional regulatory factors. 

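The change of the gene lists differed between time points. Of 35 textbook lists, 20 differed between 4 and 24 hours in their mean change against the sham kidneys, by a test of the difference itself, 22 differed between 48 hours and 28 days, and 20 between 24 hours and 12 months. The immediate early list had a mean change of 4.04 at 4 hours and 1.87 at 24 hours. The mitosis list had 4.56 at 48 hours and 1.67 at 28 days, and the B cell list -0.03 at 24 hours and 3.06 at 12 months. Compared directly, with no sham value taken off, IRI24h kidneys had 6395 genes higher and 2042 lower than IRI4h kidneys. IRI7d kidneys had 3089 higher and 1010 lower than IRI48h kidneys. The median change of all genes was 0.334 and 0.141. Sham kidneys differed too, with 1015 genes higher and 2291 lower in SHAM4h than in NORM3m, and 2382 and 730 in SHAM24h. The counts from 4 to 24 hours therefore do not measure the injury alone. The paper states that distinct gene sets are regulated in a coordinated way in injury, repair and long-term maladaptation.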

Although much of the initial transcriptional response is transient, there is a subset of early activated genes that maintain expression from hours to weeks following IRI, presumably directed by persistent transcriptional control. Among these is Sox9, a transcription factor linked to proximal tubule repair processes and to unresolved injury that remains in damaged proximal tubule segments (48, 49). In a urothelial injury model, Sox9 induction resulted from activation of the epidermal growth factor receptor (EGFR) signaling cascade (86). Activation of the EGFR pathway has been implicated in CKD (87) as well as in diabetic kidneys (88). Notably, we identified 3 genes encoding EGFR ligands markedly upregulated in our AKI-to-CKD transition model: immediate early transient expression of the heparin-binding epidermal growth factor, *Hbegf*, and more persistent elevation of *Areg* (amphiregulin) and *Nrg1* (neuregulin 1). In particular, AREG has been reported recently to be upregulated in the urine of AKI and CKD patients and correlated with fibrosis (89). 

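*Hbegf*, on chromosome 18 from 36504927 to 36515805, rose from 8.79 ± 1.01 FPKM (SD, n = 3) in SHAM4h to 176 ± 30 FPKM (SD, n = 3) at 4 hours, a change of 4.30 (standard error 0.27, adjusted p = 1.2e-14 from limma). It was 1.54 (standard error 0.27) above SHAM24h at 24 hours and 0.85 (adjusted p = 0.015 from limma) at 28 days, a call that rests on SHAM24h-R2 and IRI28d-R3. Between 4 and 24 hours it changed by -2.92 (adjusted p = 6e-11 from limma). *Areg* rose by 2.67 (standard error 0.51) at 4 hours, 3.44 (standard error 0.51) at 7 days and 3.08 (standard error 0.51) at 28 days, and at 6 months its differences from SHAM12m and NORM9m were 0.69 (adjusted p = 0.22 from limma) and 0.80 (adjusted p = 0.35 from limma), the first past the test without IRI6m-R1. *Nrg1* rose by 1.46 (standard error 0.36) at 4 hours, 2.44 (standard error 0.36) at 24 hours and 1.66 (standard error 0.36) at 7 days. At 14 and 28 days its differences from SHAM24h were 0.62 (adjusted p = 0.15 from limma) and 0.34 (adjusted p = 0.5 from limma), which did not pass. That at 14 days passed with all 9 sham kidneys or kidneys without surgery as the control, and without IRI14d-R2.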

Unraveling the molecular basis of the network of EGF family ligands may provide insight into the initiation and progression of proximal tubular cell repair.

Besides the genes encoding well-characterized biomarkers, such as *Havcr1*, *Lcn2* and *Timp2,* RNA-seq identified a series of genes encoding neural signaling molecules upregulated after IRI. While some of these were transiently induced within days, such as the neuropeptide-encoding genes *Grp* (gastrin-releasing peptide) and *Vgf* (VGF nerve growth factor inducible), others were elevated for weeks, such as the growth factor–encoding gene *Ngf* (nerve growth factor) and extracellular matrix molecule encoding gene *Agrn* (agrin). 

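*Vgf*, on chromosome 5 from 137026392 to 137033351, rose from 0.00253 ± 0.00439 FPKM (SD, n = 3) in SHAM24h to 15.5 ± 3.48 FPKM (SD, n = 3) at 24 hours, a change of 7.23 (standard error 0.54, adjusted p = 5.7e-13 from limma) that depends on the 0.1 FPKM added to each value. It was 2.10 (standard error 0.54) above SHAM24h at 14 days and 1.10 (adjusted p = 0.12 from limma) at 28 days, which did not pass. *Grp* is listed at 0 in the SHAM24h kidneys, so no fold is given, and its mean was 4.9 ± 2.43 FPKM (SD, n = 3) at 24 hours and 0.0702 ± 0.0538 FPKM (SD, n = 3) at 7 days. *Agrn* rose by 1.03 (standard error 0.17) at 24 hours, differed by 0.35 (adjusted p = 0.086 from limma) at 48 hours, and was 0.63 (standard error 0.17) above SHAM24h at 28 days, a call that rests on IRI28d-R3.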

Ngf has been reported in the serum of kidney transplant recipients at 6 months (90), while AGRIN, a major heparan sulfate proteoglycan product of motor neurons, is normally synthesized within the glomerulus and incorporated into the glomerular basement membrane (91). The c-terminal fragment of AGRIN has been proposed as an indicator for renal function in sepsis (92), a biomarker for kidney transplants (93), and an indicator of progression of kidney disease in type 2 diabetics (94).

Kidney transplantation begins with IRI, but there are obvious relevant differences between our mouse model and the clinical setting of organ donation. Despite considerable effort profiling human kidney transplant biopsies (46, 74, 75, 95, 96), the chronic effects caused by ischemia during kidney retrieval, transport, and implantation (97–100) on the long-term survival of renal allograft are unclear (101, 102). Though there is a paucity of comparable human RNA-seq data, we found a substantial overlap of gene sets indicative of immediate early responses after reperfusion comparing our mouse IRI model with published microarray data from deceased donor transplants of human kidneys (46) and of later fibrosis-associated responses documented in biopsies of human kidney transplants with immune associated fibrosis 1 year after transplant (74). The overlapping gene sets in mouse-human comparisons provide a focus for targeted follow-up of these cohorts. Further, the overlap suggests additional cross species relevance where human clinical data is not available for comparable analysis. Together, the well-validated databank will be a rich source of information for exploring kidney injury and its imperfect resolution.

## Methods

### IRI.

Warm renal ischemia-reperfusion injury was performed on 10- to 12-week-old (25–28 g) C57BL/6CN male mice from Charles River. All the mice received an intraperitoneal injection of a ketamine/xylazine mix (105 mg ketamine/kg; 10 mg xylazine/kg), and body temperature was maintained at 36°C throughout the procedure. Midline abdominal incision was performed for the exposure of both renal pedicles, which were clamped for 21 minutes using nontraumatic microaneurysm clips (Roboz Surgical Instrument Co.). Occlusion of blood flow was monitored by color change from normal to dark purple immediately after the clamping; blood returned to its normal original color after removal of the clamps. Mice underwent the same procedure; mice with clamping of the pedicles were used as sham surgery controls.

### RNA-seq.

RNA samples were provided to the University of Southern California Epigenome Center Data Production Core Facility for library construction and sequencing. RNA integrity was verified by Bio-Rad Experion analysis. Library construction was carried out using the Illumina TruSeq RNA Sample Prep kit v2 through polyA selection. The manufacturer’s protocol was followed with the exception that the final PCR amplification was performed for 12 and not 15 cycles. Libraries were visualized on the Agilent Bioanalzyer and quantified using the Kapa Biosystems Library Quantification Kit according to manufacturer’s instructions. Libraries were applied to an Illumina flow cell at a concentration of 16 pM on a version 3 flow cell and run on the Illumina HiSeq 2000 as a paired end read for 100 cycles each side. On average, 3 samples were loaded to each lane of a flow cell. Image analysis and base calling was carried out using RTA 1.13.48.0. Final file formatting, demultiplexing, and fastq generation were carried out using CASAVA v 1.8.2.

### Bioinformatics analysis.

RNA-seq samples were aligned to mm10 genome assembly with STAR aligner (version 2.5.0b) (103). The mapping index was generated using GENCODE release M4 (GRCm38.p3) gene annotations (104). In addition to read mapping, STAR was also used to remove duplicates, generate read-count tables, and wiggle files. Differentially expressed genes were called for each time point with DESeq2 (105). For all the analyses, we only kept genes with (a) FDR-transformed *P* values below 0.05, (b) log fold change of at least 2, and (c) FPKM above 1 in IRI and/or control samples. These values of log fold change and FPKM thresholds were chosen to enable experimental validation of our differential-expression calls. Differentially expressed genes were separated into groups according to their expression profile similarity as follows. We first transformed the counts using variance-stabilized transformation in DESeq2 and then applied the WGCNA R package (106). WGCNA analysis was performed using the blockwise modules function and signed correlation networks selected. Power 30 was chosen for soft thresholding according to scale-free topology criterion. The minimum coexpression module size was set to 10, and merge cut parameter was set to 0.25.

### Serum and urine analysis.

Serum creatinine levels were measured at the UT Southwestern Medical Center O’Brien Center for Kidney Disease Research by capillary electrophoresis (PA800 Plus Pharmaceutical Analysis System, Beckman Coulter). BUN was assayed on the Stanbio Excel analyzer using BUN Procedure 0580 for the quantitative colorimetric determination of urea nitrogen in serum. Urine albumin was assayed using the Mouse Albumin ELISA Quantitation Set (catalog E90-134, Bethyl Laboratories) on the Bio-Rad microplate reader. Urine creatinine was assayed using the QuantiChrom Creatinine Assay Kit (BioAssay Systems). BUN and urine assays were performed at George M. O’Brien Kidney Center at Yale University.

### Histology.

Kidneys were perfused with ice-cold PBS and embedded in paraffin after overnight fixation in 4% paraformaldehyde at 4°C. Sections were cut at 5 μm and stained with H&E. Tubular injury was scored with H&E-stained sagittal sections of whole kidney semiquantitatively with the following criteria: 0, no tubular injury; 1, <10% tubules injured; 2, 10%~25% tubules injured; 3, 26%~50% tubules injured; 4, 51%~75% tubules injured; 5, >75% tubules injured (107). 20 fields (10 in cortex and 10 in medulla) at ×20 magnification were examined for tubular damage, defined as necrotic, dilated, atrophied tubules and tubular casts. Tubular cystic formation was quantified by the percentage of cystic epithelial area in scans of the kidney using ImageJ (NIH). Glomerular sclerosis was assessed by the percentage of the number of glomeruli with mesangial hypercellularity feature in the H&E-stained kidney sagittal sections. Trichrome staining was performed at the University of Southern California Norris Cancer Center Translational Pathology Core Facility. Fibrosis was assessed semiquantitatively by the ratio of collagen deposition area in trichrome-stained sagittal sections (blue) over the whole field in multiple cortical and medullary fields through ImageJ.

### Immunofluorescence.

Paraformaldehyde-fixed tissues were equilibrated in 30% sucrose/PBS overnight and then embedded in OCT within a dry ice ethanol bath. Eight- to ten-μm frozen sections were washed in PBT (PBS + 2.5% Triton-X), blocked in 5% normal donkey serum in PBT, and incubated overnight at 4°C with primary antibodies before incubating with species-specific secondary antibodies coupled to Alexa Fluor dyes (488, 555, 594, and 647; Life Technologies) for 1 hour at room temperature. The following antibodies were employed in this study recognizing Havcr1 (kidney injury molecule-1, goat, 1:1,000, R&D Systems, AF1817), α-SMA (Cy3, mouse monoclonal, Sigma-Aldrich, C6198), CD3 (rabbit, Abcam, ab16669); and CD4 (rat, BD Pharmingen, 550280). CD45 (goat, R&D Systems, AF114). CD19 (rat, Thermo Fisher Scientific, 13-0194-82), F4/80 (rat, eBiosciences, 14-4801), CD45R (rat, BD Pharmingen, 557390), cytokeratin 20 (rabbit, Abcam, ab118574), cytokeratin 8/18 (rabbit monoclonal, Abcam, ab53280; rat supernatant, DSHB, troma-1), PECAM1 (rat, 550274, BD Pharmingen), LTL lectin-FITC conjugate (Vector Laboratories, FL-1321), biotinylated LTL (Vector Laboratories, B-1325), and desmin (mouse, DAKO, M0760). All sections were stained with Hoechst 33342 (Life Technologies) prior to mounting with Immu-Mount (Fisher). Fluorescent images were acquired on a Zeiss Axio Scan Z1 slide scanner and Zeiss LSM780 and Leica SP8 confocal microscopes. Vessel density was quantified by the number of PECAM1^+^ vessels that intersected with an overlaid 12 × 12 gridlines (108). 20 fields for each section were randomly selected (10 in cortex with glomerulus excluded and 10 in outer medulla) in the sagittal sections of whole kidneys.

### RNA section in situ hybridization.

Eight- to ten-μm frozen sections were incubated overnight at 4°C in 4% paraformaldehyde, and in situ hybridization was performed using digoxigenin-labeled (DIG-labeled) antisense riboprobes according to a previously published protocol (28). For riboprobes of *Vgf* and *Slpi*, synthetic cDNA fragments with T7 promoter at 3′ end of the reverse strand were used for DNA template. RT-PCR products with primer pairs for *Hbegf* (forward: acttggaagggacagatctgaac; reverse: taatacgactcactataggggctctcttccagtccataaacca); *Nrg1* (forward: gttatttctctggatccaacggc; reverse: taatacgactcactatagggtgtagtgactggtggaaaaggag); *Basp1* (forward: ggcttcagactctaaacctagca; reverse: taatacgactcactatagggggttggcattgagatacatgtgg); *Nrep* (forward: ggaagggagaatagaagaagccc; reverse: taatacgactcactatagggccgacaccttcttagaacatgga), *Mfsd2a* (forward: ccacttcctgcttccattatcct; reverse: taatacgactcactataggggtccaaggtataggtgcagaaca) were used for DNA templates for riboprobes. Fixed sections went through permeabilization (Proteinase K, 10 μg/ml, 20 minutes), acetylation (0.375% acetic anhydride), and hybridization (overnight, 68°C) with 0.5 μg/ml riboprobe in hybridization buffer (50% formaldehyde, 5× SSC, 1% SDS, 50 μg/ml yeast tRNA, 50 μg/ml heparin). After RNase treatment (2 μg/ml, 15 minutes, 37°C), sections were incubated with anti-DIG-AP antibody (1:4,000, Roche, 11093274910, 4°C, overnight) and developed with chromogenic substrate (BM Purple, Roche) for 4 hours to 7 days until a sufficient staining intensity was reached. Sections were fixed in 4% paraformaldehyde again and then either directly mounted with Glycergel (Dako) or stained with FITC-LTL before mounting. Sections were imaged on a Zeiss Axio Scan Z1 slide scanner.

### Statistics.

Values for serum creatinine, BUN, percentage of urine albumin/creatinine, percentage of cyst area, and percentage of number of sclerotic glomeruli were represented as dot plots and mean ± SEM. The significance of difference among groups was examined using unpaired 2-tailed *t* test. A *P* value of less than 0.05 was considered significant. Tubular injury score, percentage of trichrome blue area, and percentage of vessel density were presented as mean ± SEM. All analyses were based on 3 independent repeats of experiments with 3–17 biological replicates.

### Study approval.

All surgical procedures, mouse handling, and mouse husbandry were performed according to guidelines issued by the Institutional Animal Care and Use Committees (IACUCs) at the University of Southern California (protocol 11911) and were performed after obtaining approval from the University of Southern California’s IACUC.

## Author contributions

JL, SK, and APM contributed to conception and experimental design; SK, JL, MCD, and AMK performed IRI surgeries; JL, SK, ED, MCD, YC, ML, ADS, GFA, GS, PEC, RKP, JG, and CL performed data acquisition or data analysis; and JL and APM prepared the manuscript, incorporating comments from other authors.

## Supplementary Material

Supplemental data

Supplemental figures

## Figures and Tables

**Figure 1:**
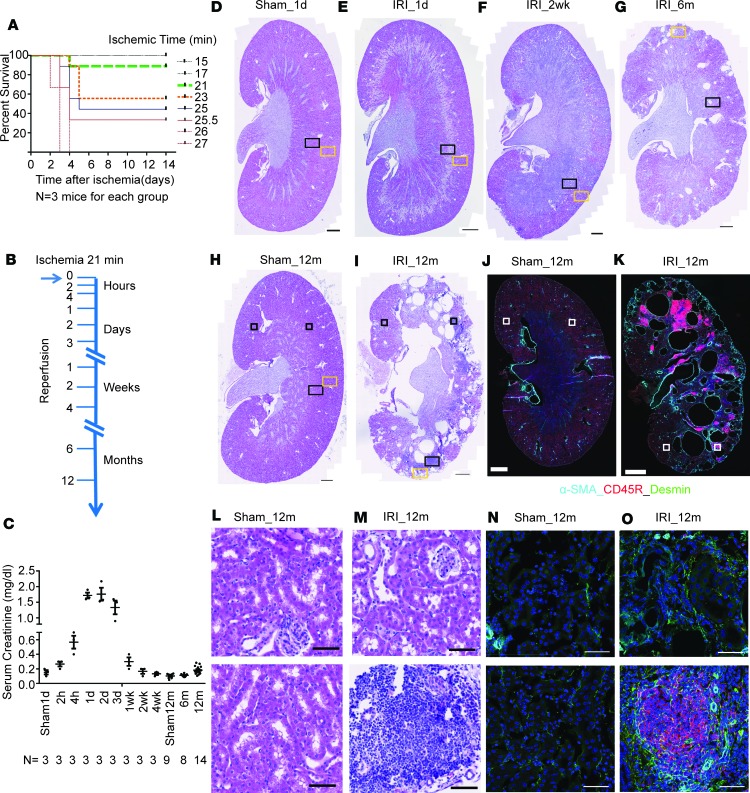
Incomplete recovery after 21 minutes of bilateral renal IRI. (**A**) Kaplan-Meier survival curves for mice with different periods of renal pedicle clamping (ischemia time). Mean is presented. (**B**) Sample collection time points. (**C**) Serum creatinine (mg/dl) after sham and IRI. Mean ± SEM is presented. (**D–I**) H&E staining on sagittal sections of the sham and IRI kidneys. Zoomed views for rectangular regions in **D–I** are shown in Supplemental Figure 1, G–L. (**J** and **K**) Immunostaining on sagittal sections of the kidneys 12 months after sham and IRI. α-SMA (cyan), CD45R (red), and desmin (green). Zoomed views for the top black squares in **H** and **I** are in **L** and **M**, with the left square corresponding to the top and right square to the bottom in **L** and **M**. Zoomed views for the white squares in **J** and **K** are in **N** and **O**, with the left square corresponding to the top and right square to the bottom in **N** and **O**. Scale bar: 1 mm (**D–K**); 50 μm (**L–O**).

**Figure 2:**
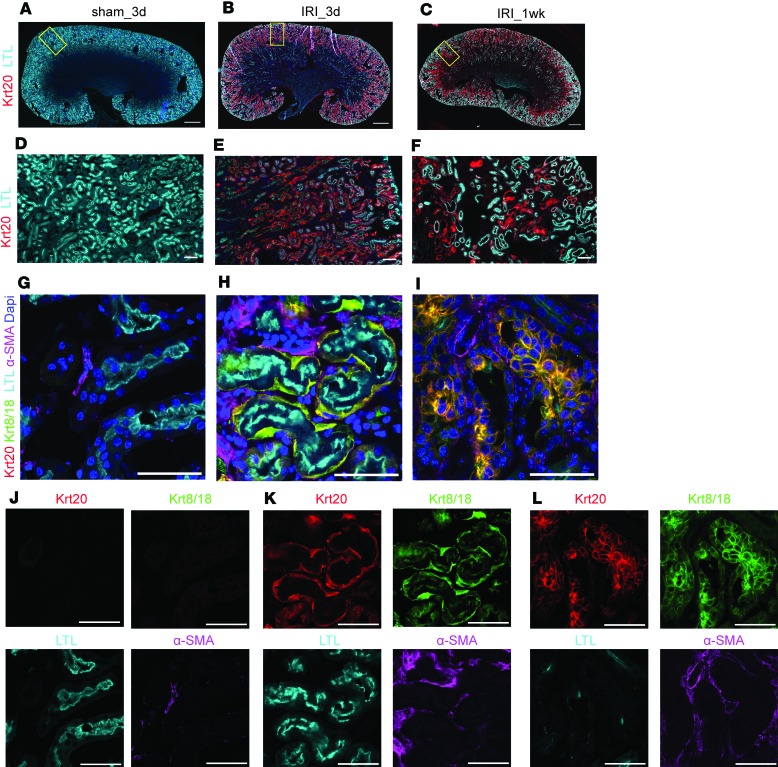
Continuous expression of Krt20/8/18 in injured proximal tubules. (**A–C**) Immunostaining on sagittal sections of kidneys 3 days and 1 week after sham and IRI. Krt20 (red) and LTL (cyan). (**D–F**) Zoomed views for the rectangular regions in **A–C**. (**G–I**) Confocal immunofluorescence of Krt20 (red), Krt8/18 (green), LTL (cyan), and α-SMA (magenta), showing the outer stripe of outer medullary regions on the sagittal sections of kidneys. (**J–L**) Split channel images for **G–I**. Scale bar: 1 mm (**A–C**); 50 μm (**D–L**).

**Figure 3:**
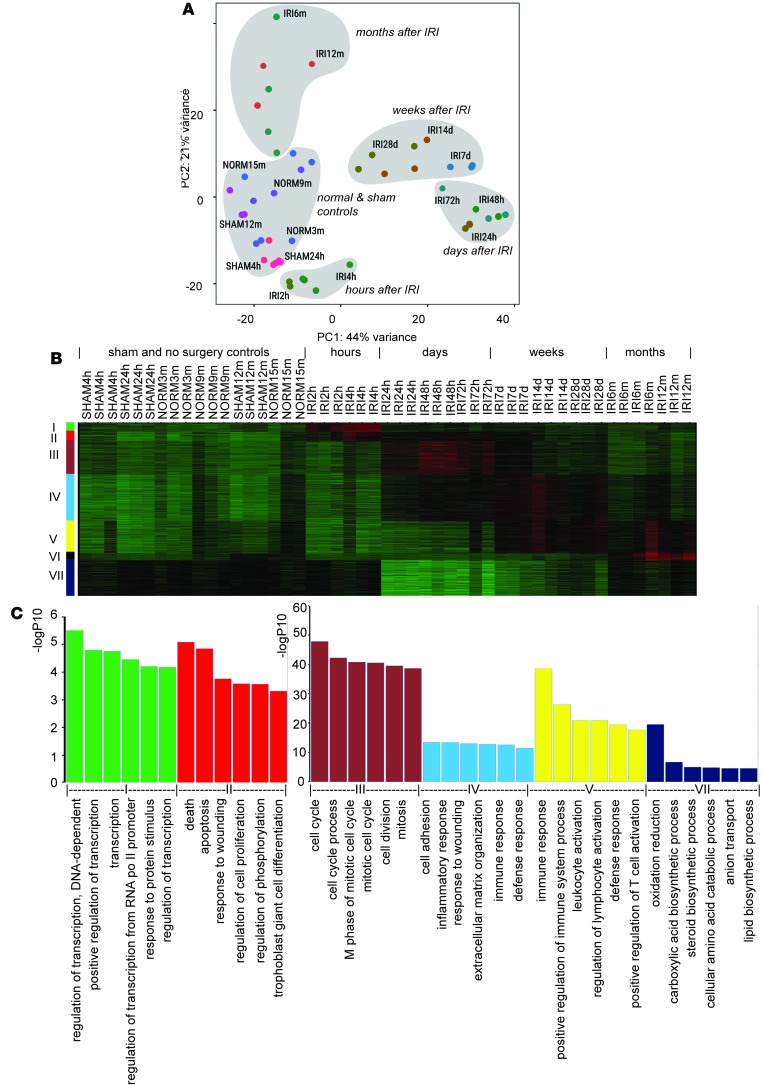
Temporal-specific gene changes after IRI through RNA-seq. (**A**) Sample clustering through principle component analysis (PCA) plot. (**B**) Heatmap of expression profiles of genes identified in modules with induction at hours (I), hours to weeks (II), days (III), days to weeks (IV), weeks to months (V), months (VI), and downregulation (VII). (**C**) Histogram of –log10 of *P* values of DAVID gene ontology for biological processes of module I~V and VII. SHAM4h, SHAM24h, and SHAM12m: 4 hours, 24 hours, and 12 months after sham surgery; NORM3m, NORM9m, and NORM15m: age-matched no surgery controls for 0, 6, and 12 months after IRI; IRI2h, IRI4h, IRI24h, IRI48h, IRI72h, IRI7d, IRI14d, IRI28d, IRI6m, and IRI12m: 2 hours, 4 hours, 1 day, 2 days, 3 days, 1 week, 2 weeks, 4 weeks, 6 months, and 12 months after IRI.

**Figure 4:**
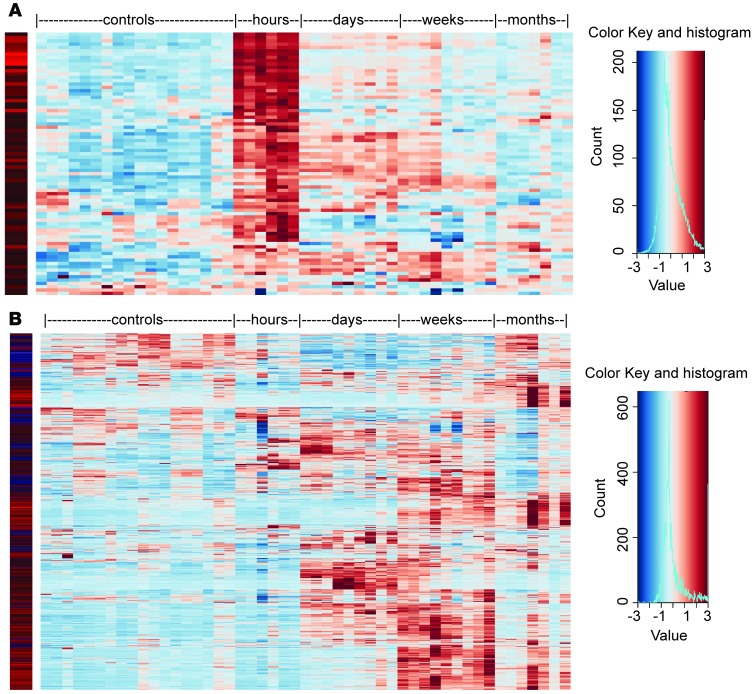
Overlap of mouse IRI with published human kidney transplant profiles. Heatmap of expression profiles in mouse IRI samples for differentially expressed genes identified in published human kidney transplant (**A**) 45–60 minutes (46) and (**B**) 1 year after reperfusion (74). Left columns indicate relative expression in human samples. Detailed sample information for each column is the same as that in Figure 3B.

**Figure 5:**
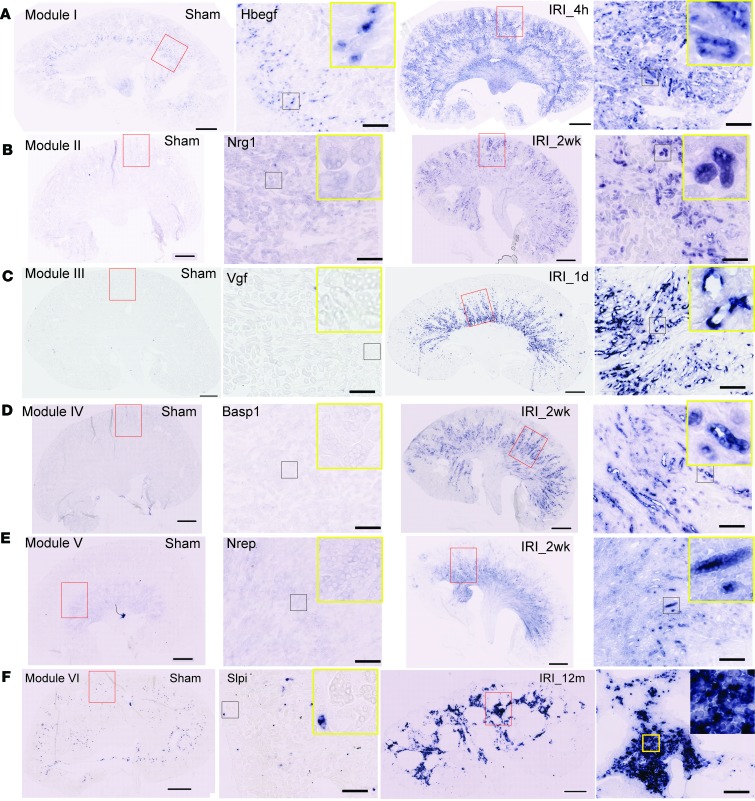
Expression patterns of representative genes from module I–VI through RNA section in situ hybridization. Expression patterns of representative genes from module I (**A**), module II (**B**), module III (**C**), module IV (**D**), module V (**E**), and module VI (**F**). Images in the second and fourth columns are high-magnification views of regions in red rectangles. Images in insets are high-magnification views of regions in black squares (the second and fourth columns in **A**–**E** and second column in **F**) and the region in the yellow square (the fourth column in **F**). Scale bar: 1 mm (whole-kidney view); 200 μm (zoomed view for red rectangular regions); 120 μm (insets).

**Table 1:**
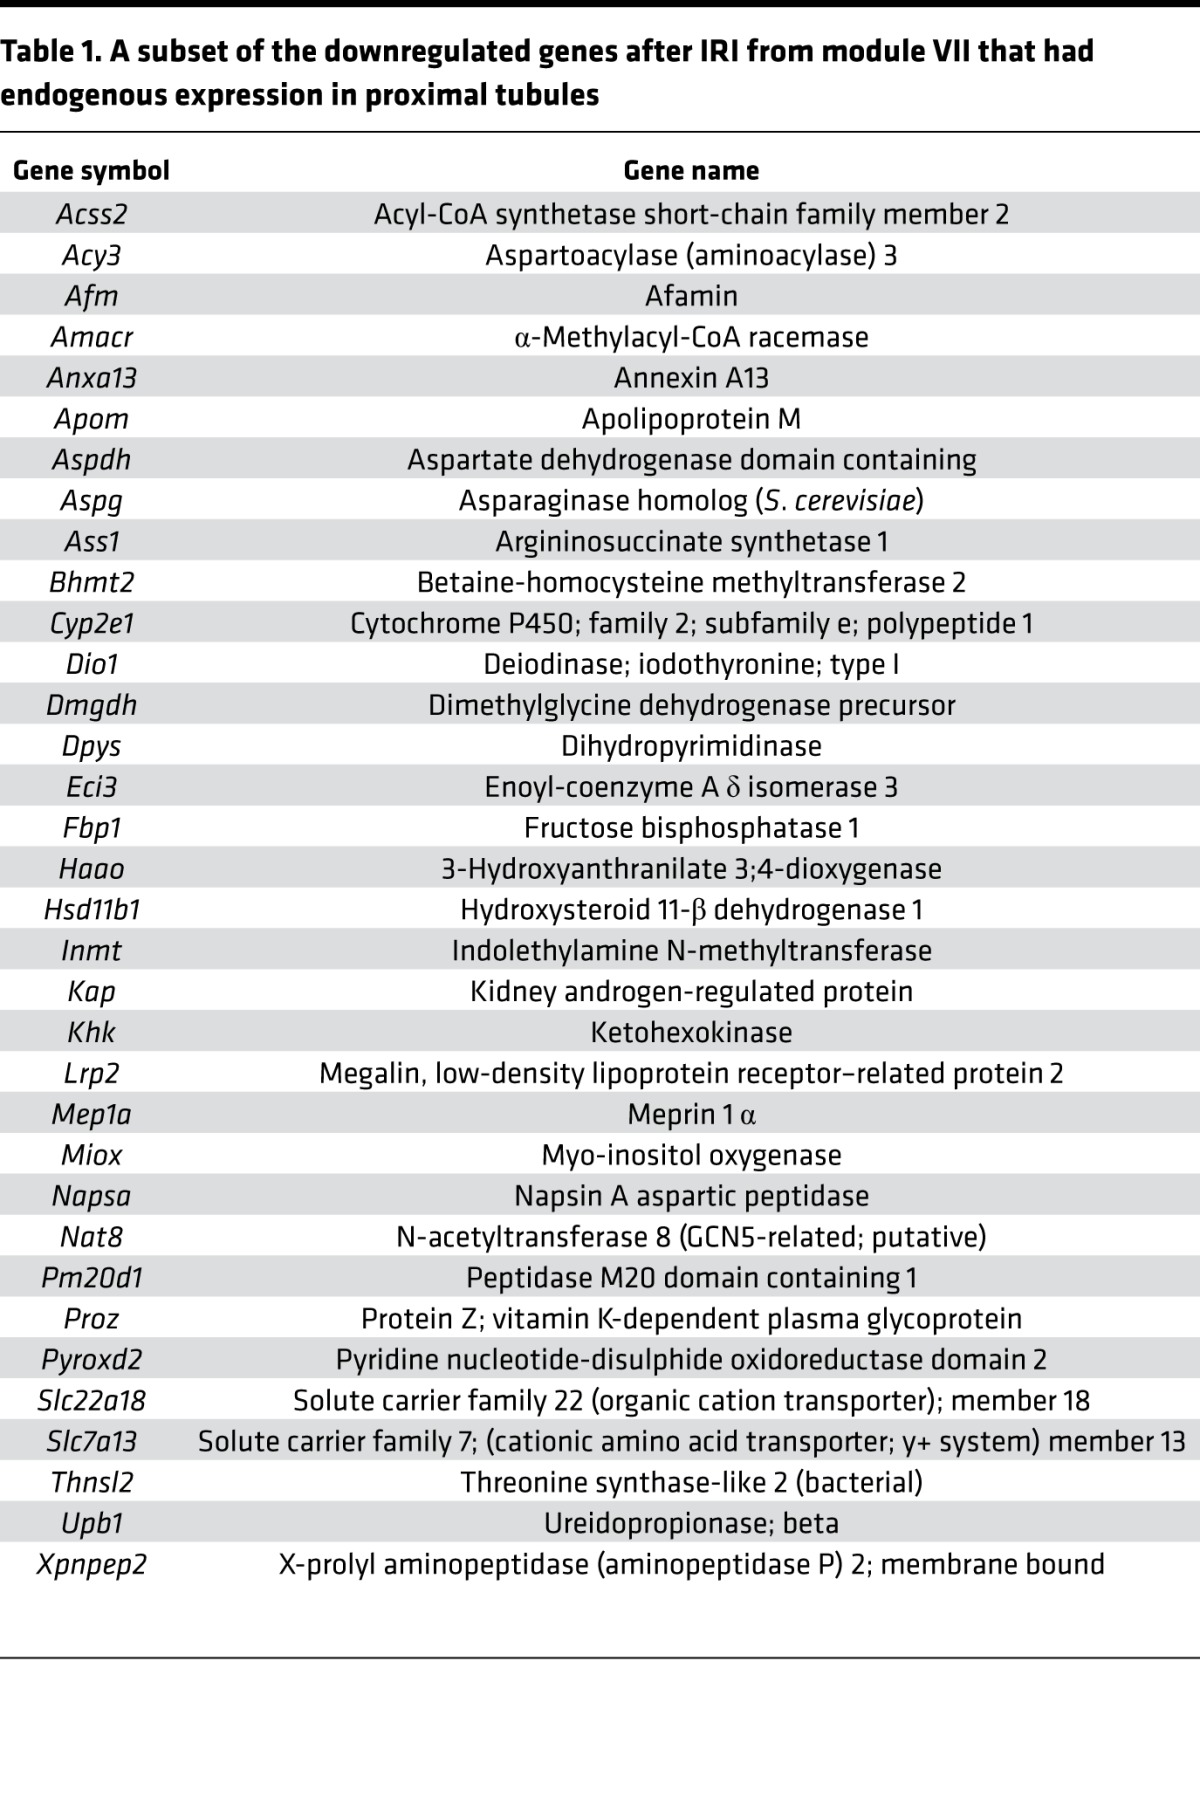
A subset of the downregulated genes after IRI from module VII that had endogenous expression in proximal tubules

## Version 1 09/14/2017

Electronic publication

## Version 2 09/25/2017

Updated supplemental data files.

How the deposited data were processed for this re-analysis (not part of the article)

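RNA was measured in whole kidneys of mice after bilateral IRI, after sham surgery and without surgery, in 49 libraries of 16 groups. The authors made the libraries from poly(A) RNA with the TruSeq kit v2 and sequenced them as unstranded paired reads of 100 cycles on an Illumina HiSeq instrument. The authors aligned the reads to mm10 with STAR 2.5.0b and a GENCODE M4 index (GRCm38.p3), removed duplicates and made count tables with STAR, called differential expression with DESeq2, and formed modules with WGCNA. The deposited values are FPKM that the authors made from these counts for 43309 genes, 1 value per gene and library, with no read counts. The paper's text does not name the tool that turned counts into FPKM. The module table of the paper was held for 891 of 1926 genes, and its values differed from the deposited FPKM by at most 0.042.

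The FPKM were checked against whole read counts with gene lengths of GENCODE M21, which 23069 genes have. In the median library 93.0% of the low values lay within 0.1 of a whole number of reads. The reads that each library was scaled to fall into 3 sets: 10627689 to 23714630 for NORM3m, NORM9m, NORM15m and IRI6m, 70230235 to 88584911 for SHAM12m and IRI12m, and 38239713 to 52289656 for the others. Comparisons of IRI6m with SHAM12m, and of sham kidneys or IRI kidneys other than IRI6m with kidneys without surgery, lie across sets, where the set and the condition cannot be told apart. Counting error at a given FPKM is larger in the libraries of lower depth.

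Groups and replicates were taken from the sample labels, and no library was left out. Values were analysed as log2(FPKM + 0.1) with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit, and eBayes with trend and robust), in 1 fit of all 49 libraries with the 16 groups as the design. The fit held 14895 genes with an FPKM of at least 1 in at least 3 libraries. P values were adjusted by Benjamini-Hochberg within each contrast at 0.05. IRI2h and IRI4h were compared with SHAM4h, IRI24h to IRI28d with SHAM24h, and IRI6m and IRI12m with SHAM12m. Other contrasts compared IRI time points with each other, sham kidneys with kidneys without surgery, and ages. The count at the study's thresholds took an adjusted p under 0.05, a fold change of at least 4 and a mean FPKM above 1 in either group. Library distances, principal components and silhouette widths used the 500 most variable genes. The permutation of phases over whole groups was chosen after the data were examined, in place of one over single libraries. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for these, for the tables and for the plots.

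Before the data were examined, 25 lists were fixed from the genes that the paper names and 39 from textbook knowledge. Of their 750 entries, 746 matched a symbol of the table, 3 matched by Ensembl ID and 1 had no match. The lists drawn from the paper were only tallied. Textbook lists with at least 3 measured genes were also tested with limma's camera, with a preset correlation of 0.01 and with an estimated correlation. Of 350 such tests over 35 lists and 10 time points, 162 passed with the preset correlation and 0 with the estimated one, adjusted by Benjamini-Hochberg, and so no camera call holds with an estimated correlation. Differences of lists between time points were tested on the mean of each list per library with limma.

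The genes named in the text are those that the paper names, for each list the 4 measured genes with the largest change past the test at the time point set for that list, and at each time point the 10 higher and 5 lower protein-coding genes with the largest change. The last kind needed a mean of at least 5 FPKM in either group and every IRI library beyond every control library. Values of the first genes in the paper's module table had been seen when this rule was written. Genes of the lists that lay below the filter were not tallied, and 5 genes that these rules would name are not reported here by name.

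The test was tried on simulated data with the SHAM24h means as base. Noise was independent between genes, with each gene's spread in the fit of all 49 libraries. For IRI48h against SHAM24h, it called the right way 64 of 100 genes raised or lowered by a log2 fold change of 1. It so called 90 of 100 changed by 2, and it called 9 of 14695 genes without a change (5.52% of its calls). Far fewer genes were changed in the simulation than passed in the real comparison. Alternatives set in advance were quantile normalization, no filter on low values, pseudocounts of 1 and 0.01, limma without trend and robust, all 9 sham kidneys as the control, kidneys without surgery as the control, only the 2 groups compared, a replicate block, other fold thresholds, and leaving out each library in turn. The staining, in situ hybridization and human biopsy data of the paper were not analysed here. Modules IV to VII were not followed as a whole, since the module table held here does not give all of their genes.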

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

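The lists in the next paragraph were singled out after their tallies were seen, and the tests of the urothelial and the clock genes were chosen after the result was seen.

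Interferon response genes, which the paper does not discuss as a group, rose at 7 days with a mean change of 1.58 over SHAM24h. The 1 member of that list that the study names is *Cxcl10*. Targets of p53 rose by 1.61 on average at 72 hours (10 of 12 higher), and targets of NRF2, the regulator of the oxidative stress response, by 1.16 at 24 hours (8 of 11 higher). Genes that respond to glucocorticoids rose by 2.42 on average at 72 hours, with 7 of 8 higher. Among them, *Mt2*, a metallothionein, rose by 3.62 (standard error 0.45) and *Fkbp5*, a chaperone of the receptor, by 2.32 (standard error 0.38). Genes of the circadian clock had a mean change of 1.02 over SHAM4h at 4 hours, with 5 of 13 higher and 1 lower. Adipocyte genes stood 3.3 above SHAM12m on average at 6 months, with all 5 higher, among them *Adipoq* with 4.61 (standard error 1.57), which did not pass without SHAM12m-R2 or SHAM12m-R3. Against NORM9m none of them was higher by limma (1 at an unadjusted p under 0.05, 0 by limma without trend). Immunoglobulin segments stood 2.5 higher on average in NORM15m than in NORM3m, with 85 of 178 past the test, in kidneys without surgery.

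In 3 of 65 list scores, 1 of the 4 IRI6m kidneys lay far from the other 3, by a test that marks about 1 in 20 groups by chance. That is near the share that chance alone gives, and the groups of 3 kidneys were not tested. Single kidneys stood apart there too. SHAM4h-R3 had an interferon score of 3.01, against 0.87 and 0.78 in the other SHAM4h kidneys. Its score for dendritic cells and MHC class II was 4.26, against 1.92 and 1.76. Among the IRI6m kidneys, the mean log2 value of the study's cell adhesion genes of module III was 1.22 in IRI6m-R4, where the next highest kidney had 0.83. That of its Wnt genes was 1.71 in IRI6m-R4 and 1.00 in the next, and that of its EGFR ligands 1.29 in IRI6m-R3 and 0.75 in the next.

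Urothelial genes stood 2.79 above SHAM12m on average at 6 months and 2.26 at 12 months. Their mean log2 value was 2.75 in IRI6m and 1.91 in NORM9m, so the difference from NORM9m was far smaller. At 12 months 5 of 6 were higher (2 without SHAM12m-R2, 3 without SHAM12m-R3 and 2 without IRI12m-R1), and against NORM15m none was by limma (0 at an unadjusted p under 0.05, 0 by limma without trend). *Upk3a*, a plaque protein of the urothelium, had a mean of 7.62 ± 1.88 FPKM (SD, n = 3) at 12 months and 1.52 ± 0.594 FPKM (SD, n = 3) in SHAM12m (not past the test without SHAM12m-R2, SHAM12m-R3 or IRI12m-R1), and *Krt5*, a keratin of basal cells, 3.86 ± 1.78 FPKM (SD, n = 3) and 0.381 ± 0.343 FPKM (SD, n = 3). Among the 6 control groups the mean score ranged over 2.42, from -0.52 in SHAM4h to 1.91 in NORM9m, more than the difference at 12 months, which is consistent with urothelium of the renal pelvis taken along with the whole kidney in differing amounts. By histology the paper reports a markedly dilated renal pelvis at 12 months after IRI, which a range over uninjured kidneys does not address. A response of the urothelium to injury was not tested and stays open, as does a difference between the library sets of SHAM12m and the kidneys without surgery.

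At 48 hours the arms of the circadian clock moved apart, with a median of 2.17 for *Arntl*, *Clock* and *Npas2* and -2.03 for 7 output genes. *Arntl* changed by 2.80 (standard error 0.47) and *Dbp*, an output factor, by -3.44 (standard error 0.45). The medians were 1.15 and -1.23 at 24 hours, 2.25 and -1.63 at 72 hours, 1.40 and -1.27 at 7 days, 0.61 and -0.40 at 14 days and 0.28 and -0.30 at 28 days, all against SHAM24h. Opposite shifts of this kind are consistent with kidneys collected at another time of day than SHAM24h, and the paper's text does not give the time of day. An effect of the injury on the clock, fading over weeks, would also move these genes in successive groups, was not tested and stays open.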

How the results depend on the processing

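The 3 alternatives that leave out IRI6m, leave out IRI6m and IRI12m, or compare IRI6m with NORM9m in the count at the study's thresholds were chosen after seeing the data, and this count stayed within 1.5 times of 2594 under each. Of 253 pairs of a named gene and a time point, none that passed changed direction under quantile normalization, another pseudocount, no filter, limma without trend, only the 2 groups compared, a replicate block or without any 1 library. Where a value moved, the cause was not tested unless it is named.

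With kidneys without surgery as the control, 4 of the named genes that had passed changed direction: *Havcr1* (-1.18) and *Timp1* (-0.46) at 12 months, and *Slc12a3* (0.23) and *Hsd11b2* (0.45) at 48 hours, of which only *Hsd11b2* passed the test in the other direction. A further 19 named pairs kept their direction and no longer passed. Lower genes at 4 hours became 2996, those at 6 months 931 higher and 309 lower, and those at 12 months 3111 and 1568. Interferon genes higher at 14 days became 7, fatty acid oxidation genes lower at 48 hours 2, oxidative phosphorylation 7 and distal convoluted tubule 2. At 12 months higher T cell genes became 7 and tertiary lymphoid genes 4. None of the principal cell genes was lower at 48 hours and none of the urothelial genes higher at 12 months by limma (0 each at an unadjusted p under 0.05 and by limma without trend).

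With all 9 sham kidneys as the control, 2078 genes were higher at 2 hours, 2680 lower at 4 hours, and 2220 higher and 290 lower at 12 months. Oxidative phosphorylation genes lower at 48 hours became 7, principal cell genes 1 and cytotoxic genes higher at 12 months 2. The median of module I at 4 hours became 2.84 and that of module III at 48 hours 2.98, and *Hsd11b2* at 48 hours reversed to 0.01.

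With only the 2 groups compared, where fewer libraries estimate the spread, 1954 genes were higher and 814 lower at 2 hours, and 571 lower at 12 months. Between 14 and 28 days 0 genes were higher and 0 lower by limma (1904 and 1199 at an unadjusted p under 0.05, 5 and 2 by limma without trend). Genes lower in SHAM24h than in NORM3m became 1412, lower in NORM9m than in NORM3m 1256, and higher and lower in NORM15m than in NORM3m 233 and 226. Fatty acid oxidation genes lower at 48 hours became 10 and cytotoxic genes higher at 12 months 1.

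After quantile normalization 2364 genes were lower at 4 hours, 4060 at 7 days, 2953 at 28 days and 284 at 12 months. The p53 targets higher at 24 hours became 5 and oxidative phosphorylation genes lower at 48 hours 8. With a pseudocount of 1, 1177 genes passed the study's thresholds, 3 in situ genes were higher at 14 days and 1 cytotoxic gene at 12 months, and without a filter 1 cytotoxic gene was. A fold threshold of 2 in place of 4 gave 7165 genes at the study's other thresholds.

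A log2 fold change of at least 2 left, by its construction, fewer genes at every time point, higher and lower: 145 and 57 at 2 hours, 279 and 43 at 4 hours, 519 and 272 at 24 hours, 686 and 344 at 48 hours, 613 and 324 at 72 hours, 918 and 195 at 7 days, 817 and 231 at 14 days, 749 and 75 at 28 days, 457 and 150 at 6 months, and 316 and 3 at 12 months.

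Leaving out 1 library at a time, lower genes at 2 hours ranged from 1308 (without IRI2h-R3) to 3099, lower genes at 4 hours from 1025 (without SHAM4h-R3) to 1550, and those at 12 months from 488 to 1441 higher and 14 to 47 lower, lowest without IRI12m-R1. Genes lower in SHAM24h than in NORM3m ranged from 444 to 571 and lower in SHAM12m than in NORM15m from 1714 to 2729. Genes higher and lower in NORM9m than in NORM3m ranged from 353 to 1235 and 241 to 484, and in NORM15m than in NORM3m from 167 to 1261 and 108 to 621. Members of lists ranged from 3 to 6 for in situ genes at 14 days, 7 to 11 for interferon at 14 days, 3 to 7 for oxidative phosphorylation, 1 to 3 for principal cells and 1 to 4 for podocytes at 48 hours, and 2 to 4 for glucocorticoid response at 4 hours. At 12 months they ranged from 0 to 1 for cytotoxic cells, 4 to 7 for tertiary lymphoid genes and 2 to 5 for urothelium. Immunoglobulin segments higher at 6 months ranged from 60 (without IRI6m-R4) to 115, with only the IRI6m kidneys left out in turn. Of the named pairs, 14 lost their call without some library and 6 gained one: *Acta2* at 28 days, *Areg* at 6 months, *Nrg1* and *Postn* at 14 days, and *Timp2* and *Zbtb16* at 24 hours.

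The replicate numbers do not pair the kidneys: of 30 pairs of an IRI and a control kidney with the same number, 2 correlated above 0.1, and no contrast had all of its pairs above it. A replicate block moved no count past 1.5 times. Read depth limits genes of low FPKM most in IRI6m and the kidneys without surgery.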

Differences from the paper's values

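No test in this part was chosen after a result was seen. The paper gives 2134 differentially expressed genes at its thresholds, and 2594 were found here with limma on FPKM, 1.22 times as many. Of 50 alternatives set before the data were examined, 48 gave a count within 1.5 times of the paper's. A pseudocount of 1 (1177) and a log2 fold change of at least 1 (7165) did not.

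The paper describes module III as back near its basal level by the first week. At 7 days 314 of 361 measured genes of that module were higher than in SHAM24h, with a median of 1.99, against 2.87 at 48 hours. The paper states that all sham and age-matched controls form 1 group. All 18 controls had another control as their nearest library, but on the first principal component SHAM12m stood at -31.1 and SHAM24h at 17.0.

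Of the EGFR ligands, the paper describes *Nrg1* as more lasting than *Hbegf*. Here *Nrg1* passed at 4 hours, 24 hours and 7 days and not at 14 days (0.62) or 28 days (0.34), while *Areg*, named with it, passed at 28 days (3.08). The paper's in situ hybridization located *Nrg1* RNA in proximal tubules of the cortex at 14 days, which whole-kidney values do not resolve. *Nrg1* passed at 14 days with all 9 sham kidneys as the control (0.69), with kidneys without surgery (0.89) and without IRI14d-R2 (0.94). *Hbegf*, described as transient, fell between 4 and 24 hours by 2.92 on the log2 scale, and still passed at 28 days (0.85), but not without SHAM24h-R2 (0.65) or IRI28d-R3 (0.79). For module IV, described as raised from the first day, 19 of 22 matrix genes were higher at 24 hours, but *Timp2* was not (0.55). It passed with all 9 sham kidneys as the control (0.60), with only the 2 groups compared (0.55), with a replicate block (0.55) and without IRI24h-R1 (0.67).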

Other observations

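Of the tests in this part, that of the library sets was chosen after the result was seen.

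Of 9 podocyte genes, 6 were higher at 2 hours and 3 at 48 hours (1 without SHAM24h-R1), among them *Cdkn1c* with 0.58 and *Synpo* with 0.53, neither of which passed without SHAM24h-R1. Of 5 erythrocyte genes 3 were lower at 7 days, all 3 of them globin genes with close paralogs, and at 12 months 0 were higher and 0 lower by limma (0 and 0 at an unadjusted p under 0.05, 0 and 0 by limma without trend). Among 2 measured genes of skeletal muscle, *Acta1* was 2.26 above SHAM24h at 7 days. Of the exocrine pancreas only *Cela1* was measured, with 0.80 at 7 days (not past the test without SHAM24h-R1) and a lower value at 24 hours, and of the adrenal cortex only *Star*, which was higher at 24 hours, with 1.07, and passed at no other time point. Of 8 glucocorticoid response genes, 4 were higher and 1 lower at 4 hours (2 higher without IRI4h-R1). At 14 days 11 of 17 interferon response genes were higher (7 without SHAM24h-R2). Of the 2 measured genes of cytotoxic cells, 2 were higher at 28 days, and at 12 months none was by limma (2 at an unadjusted p under 0.05, 0 by limma without trend). Of 7 genes that the study followed by in situ hybridization, 5 were higher at 14 days (3 without IRI14d-R1). The paper showed them at differing times, such as *Hbegf* at 4 hours and *Slpi* at 12 months, and *Mfsd2a* as lowered. The count at 14 days is therefore no test of that work.

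Kidneys without surgery differed between ages, and age was not tested apart from batch or collection. Against NORM3m 1311 genes were higher and 693 lower in NORM9m (353 and 260 without NORM9m-R1), and 815 and 512 in NORM15m (167 and 108 without NORM15m-R3). The summed FPKM of immunoglobulin segments had a median of 42.21 in NORM3m, 569.2 in NORM9m and 1233 in NORM15m. Sham surgery was compared with no surgery only across library sets. SHAM4h had 1015 genes higher and 2291 lower than NORM3m, SHAM24h 2382 and 730, and SHAM12m 2708 and 2596 than NORM15m (1714 lower without NORM15m-R3).

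The old sham kidneys stood below the NORM15m kidneys in fibrosis and injury genes. Of 20 fibrosis and matrix genes 18 were lower in SHAM12m than in NORM15m, and of 15 tubule injury genes 12. The gap was widest for NORM15m-R2 and NORM15m-R3. The mean log2 value of the injury list was 5.25 and 5.27 in them, 3.39 in NORM15m-R1 and 2.67 to 2.79 in SHAM12m. That of the fibrosis list was 3.86 and 3.73, 2.18, and 1.08 to 1.64, in the same order. The late calls in these lists against SHAM12m therefore depend on the control, whereas plasma cell genes were higher than in NORM9m and NORM15m for 5 and 7 of 7.

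At 6 months more genes passed against SHAM12m than at 12 months, and the IRI6m libraries have fewer reads than those of SHAM12m. Genes of at least 10 FPKM made up 44% of the genes called and 40.7% of all genes tested. A cause in the depth asked for under 10%, which was not met, so the calls did not gather on low genes. With 40.7% of all genes at that level, and depth bound to the library set, this cannot decide on depth as a cause. A difference between library sets was tested with contrasts that share no library, IRI6m minus IRI12m and NORM15m minus SHAM12m. They correlated across genes with r = 0.65 (rho = 0.67, with the same sign in 77.4% of 14895 genes, which are not independent replicates), which is consistent with such a difference. Of 7641 genes called at 6 months against SHAM12m, 782 were called the same way against NORM9m. SHAM12m matches IRI12m in time after surgery but not IRI6m, and an effect of this difference in age was not tested. Changes between 6 and 12 months after injury stay open.

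Other splits of the libraries of both groups were fitted for each comparison on those libraries alone, and the real split called the most genes (in 1 of the splits, itself). For 3 kidneys against 3 there are 10 splits, too few for a share under 0.05. The real split and the highest other called 2768 and 1 genes at 2 hours, 4294 and 0 at 4 hours, 9929 and 0 at 24 hours, 8762 and 1 at 48 hours, 5318 and 0 at 72 hours, 9361 and 0 at 7 days, 6887 and 0 at 14 days, 5699 and 0 at 28 days, and 2230 and 0 at 12 months. They called 2689 and 0 for SHAM4h against NORM3m, 4460 and 0 for SHAM24h against NORM3m, 6341 and 1 for SHAM12m against NORM15m, 2572 and 1 for NORM9m against NORM3m, and 459 and 9 for NORM15m against NORM3m. At 6 months the real split called 7439 genes and the highest other of 35 splits 6061, a share under 0.05, which argues against a chance split. That other split moves IRI6m-R1 to the 3 SHAM12m kidneys. The real split also parts library sets of unequal depth, so its rank cannot tell the injury from the set.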
